# Paternal undernutrition and overnutrition modify semen composition and preimplantation embryo developmental kinetics in mice

**DOI:** 10.1186/s12915-024-01992-0

**Published:** 2024-09-16

**Authors:** Hannah L. Morgan, Nader Eid, Nadine Holmes, Sonal Henson, Victoria Wright, Clare Coveney, Catherine Winder, Donna M. O’Neil, Warwick B. Dunn, David J. Boocock, Adam J. Watkins

**Keywords:** Paternal diet, Sperm RNA, Semen profile, Embryo development, Uterine response

## Abstract

**Background:**

The importance of parental diet in relation to eventual offspring health is increasing in prominence due to the increased frequency of parents of reproductive age consuming poor diets. Whilst maternal health and offspring outcome have been studied in some detail, the paternal impacts are not as well understood. A father’s poor nutritional status has been shown to have negative consequences on foetal growth and development and ultimately impact the long-term adult health of the offspring. In this study, we examined sperm- and seminal vesicle fluid-mediated mechanisms of preimplantation embryo development alterations in response to sub-optimal paternal diets.

**Results:**

Male mice were fed a diet to model either under (low-protein diet (LPD)) or over (high-fat/sugar ‘Western’ diet (WD)) nutrition, LPD or WD supplemented with methyl donors or a control diet (CD) before mating with age-matched females. Male metabolic health was influenced by WD and MD-WD, with significant changes in multiple serum lipid classes and hepatic 1-carbon metabolites. Sperm RNA sequencing revealed significant changes to mRNA profiles in all groups when compared to CD (LPD: 32, MD-LPD: 17, WD: 53, MD-WD: 35 transcripts). Separate analysis of the seminal vesicle fluid proteome revealed a significant number of differentially expressed proteins in all groups (LPD: 13, MD-LPD: 27, WD: 24, MD-WD: 19) when compared to control. Following mating, in vitro time-lapse imaging of preimplantation embryos revealed a significant increase in the timing of development in all experimental groups when compared to CD embryos. Finally, qPCR analysis of uterine tissue at the time of implantation identified perturbed expression of *Cd14* and *Ptgs1* following mating with WD-fed males.

**Conclusions:**

Our current study shows that paternal nutritional status has the potential to influence male metabolic and reproductive health, impacting on embryonic development and the maternal reproductive tract. This study highlights potential direct (sperm-mediated) and indirect (seminal vesicle fluid-mediated) pathways in which a father’s poor diet could shape the long-term health of his offspring.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-024-01992-0.

## Background

Globally, an increasing number of adults are entering reproductive age consuming diets of poor quality, being either excessive in their abundance of fats, sugars and carbohydrates or deficient in protein or micronutrients such as folate. Whilst such lifestyle factors may not directly impede their fertility or chances of becoming parents, studies have shown parental nutrition at the time of conception is critical for shaping patterns of post-fertilisation development, foetal growth and even long-term offspring health [1]. Both maternal overnutrition and undernutrition during gestation have been associated with increased risk for adult non-communicable diseases such as obesity, heart disease and type 2 diabetes in her offspring [2–4]. Observations from distinct epidemiological data sets and animal model studies have indicated that different periods throughout gestation, and even prior to conception, display differential sensitivity to poor parental diet [5]. Women who were in early gestation during the Dutch Hunger Winter gave birth to children of normal weight who went on to become obese and develop coronary artery disease, dyslipidaemia and glucose intolerance in adulthood [6–8]. In mice, maternal diets low in protein [9] or high in fat [10] during the periconception period impair embryo development and metabolism, influencing long-term offspring cardiometabolic ill health and behaviour. Separately, maternal diets with imbalances in key micronutrients, such as low in B vitamins and methionine [11] or high in folate [12] around the time of conception in mice, also impact on embryonic development, foetal growth and epigenetic regulation of gene expression. Similar to the observation in animals, maternal periconception increases in dietary folate, betaine and folic acid intake in women lead to changes in infant DNA methylation of genes involved in metabolism, growth and appetite regulation [13].

Interestingly, preconception increases in methyl donor micronutrient intake in either parent have been found to lead to changes in gene DNA methylation status in infants [13, 14]. These observations indicate that paternal, as well as maternal, diet could influence the post-conception development and well-being of their offspring. It is becoming increasingly evident that the nutritional state of the father at the time of conception also influences embryonic, foetal and postnatal development. Diet-induced obesity in male mice modulates both the transcriptome as well as the epigenetic profile of the mature sperm [15–18]. Separately, male mice fed with diets low in protein [19, 20] or folate [21] also display perturbed sperm epigenetic status. Poor paternal diet also impacts on post fertilisation development influencing preimplantation embryo metabolism [20], foetal growth [19, 21–23] and long-term adult ill-health [24, 25]. Alongside the sperm, diet-induced obesity alters the levels of cytokines, hormones and metabolites within the seminal plasma [15–18]. As seminal plasma components elicit a range of vascular, inflammatory and immune cell responses within the female reproductive tract [26], dietary-induced changes in seminal plasma composition could provide additional mechanisms of offspring programming [20].

Previously, we have shown that a paternal low-protein diet (LPD), with or without methyl donor supplementation, influence placental and foetal development in mice [23, 27]. Our studies also highlight roles for both the sperm and seminal plasma in directing post-fertilisation development [20]. In the current study, we expand on our earlier investigations to define the significance of both paternal under (LPD) and over (high-fat/sugar (Western) diet) nutrition on semen composition and post-fertilisation development. Furthermore, we explore whether supplementation with a mix of methyl donors negates any detrimental influences of these poor-quality diets. We hypothesise that undernutrition and overnutrition will negatively impact paternal reproductive health and influence changes in post-fertilisation development, with the supplementation of methyl donors acting to ameliorate these observed impairments.

## Results

### Male adiposity, liver one-carbon metabolites and lipid profiles are altered by a Western diet and methyl donor supplementation

To define the impact of undernutrition and overnutrition, as well as the impact of methyl donor supplementation, we fed male C57BL/6 J mice either a control (CD; 18% casein, 21% sugar, 0% milk fat, 0% cholesterol [0.74 kcal/g protein, 1.80 kcal/g carbohydrates, 0.56 kcal/g fat]), isocaloric low-protein diet (LPD; 9% casein, 24% sugar, 0% milk fat, 0% cholesterol [0.37 kcal/g protein, 2.17 kcal/g carbohydrates, 0.56 kcal/g fat]), ‘Western’ diet (WD; 19% casein, 34% sugar, 20% milk fat, 0.15% cholesterol [0.70 kcal/g protein, 2.00 kcal/g carbohydrates, 1.93 kcal/g fat]) or LPD or WD supplemented with methyl donors (an addition of 5 g/kg diet choline chloride, 15 g/kg diet betaine, 7.5 g/kg diet methionine, 15 mg/kg diet folic acid, 1.5 mg/kg diet vitamin B_12_; termed MD-LPD and MD-WD respectively).

Over a 24-week feeding period, no significant differences in overall stud male growth profiles were observed between any of the dietary groups (Fig. 1A, B). However, at the time of cull, MD-LPD and WD males displayed a significantly reduced mean body weight when compared to CD males (Fig. 1C; *p* < 0.05). WD and MD-WD males displayed an increase in relative liver weight, compared to all other dietary groups (Fig. 1D; *p* < 0.00001), whilst MD-LPD males displayed an increase in relative total testes weight compared to CD (Fig. 1E; *p* < 0.05). Analysis of adiposity in a subset of males (*n* = 6) revealed MD-LPD-fed males had a significant increase in relative peri-renal adipose tissue weight (Fig. 1F; *p* < 0.01) compared to CD males, and WD- and MD-WD-fed males had a reduced relative interscapular adipose weight (Fig. 1G; *p* < 0.05) compared to LPD males. There were no differences observed in relative weight of the inguinal fat mass (Figs. 1H); however, WD and MD-WD males displayed a relative increase in gonadal fat (Fig. 1I; *p* < 0.01 and *p* < 0.001 respectively), compared to CD males.

**Fig. 1:**
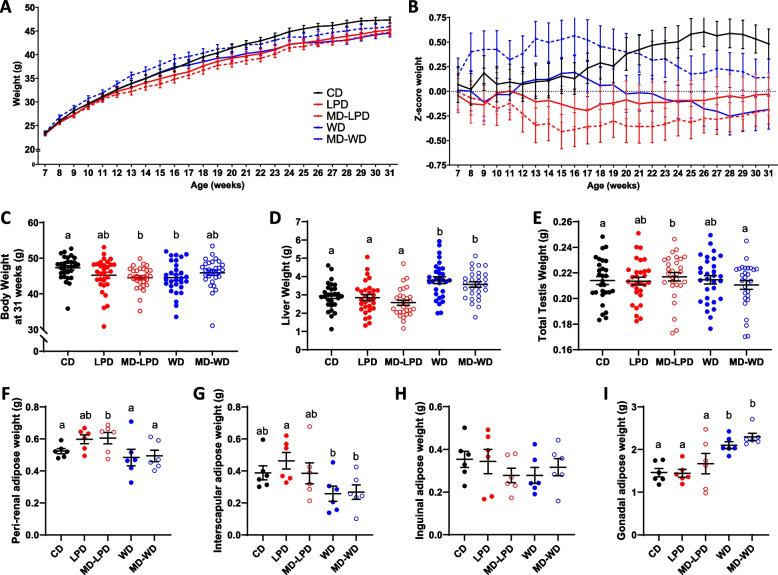
The impact of paternal diet on male physiology. Male weekly weight progression (**A**) and *Z*-score of weight change (**B**) over 24 weeks of diet exposure. Male post-mortem body (**C**), liver (**D**) and testis (**E**) weights at end of study period; CD *n* = 28, LPD *n* = 30, MD-LPD *n* = 29, WD *n* = 30, MD-WD *n* = 28. The weight of different fat pads was examined in a sub-set of males (*n* = 6 for all groups): the peri-renal (**F**), inter-scapular (**G**), inguinal (**H**) and gonadal (**I**). Data presented as mean ± SEM. Statistical significance determined using one-way ANOVA with Tukey’s post-test. Different letters denote significance; *p* < 0.05

Lipidomic analysis of the stud male serum after 24 weeks of diet exposure revealed relatively few changes in the number of differentially abundant lipids between CD-, LPD- and MD-LPD-fed males (Fig. 2A, B). Specifically, N-oleoyl phenylalanine and 26-hydroxycholesterol 3-sulphate were increased in their abundance in LPD males (1.76 and 1.51 log_2_ fold respectively; *p* < 0.001), whilst 24-methylene-cholesterol sulphate was decreased in abundance (− 1.36 log_2_ fold, *p* < 0.001). In MD-LPD males, only 24-methylene-cholesterol sulphate and calcidiol were significantly decreased in abundance (− 1.12 and − 2.51 log_2_ fold respectively, *p* < 0.001). In contrast, males fed either WD or MD-WD displayed 367 and 660 differentially abundant lipids respectively when compared to CD males (Fig. 2C, D; *p* < 0.05). Both WD and MD-WD males displayed increased and decreased abundance of a range of lipid classes including fatty acids, glycerolipids, glycerophospholipids, prenols, saccharolipids, sphingolipids and sterols. Interestingly, whilst no lipids were differentially abundant between direct comparisons of WD and MD-WD males, WD males displayed differential abundance of 24 lipids compared to CD males that were not differential in the MD-WD males compared to CD, whilst MD-WD males displayed 273 differential lipids that were not altered in WD males when compared to CD. However, we did observe greater variability between biological samples in WD-fed male serum (outlined in Additional file 1: Fig. S1) which may impact the certainty of these interpretations. The full details of all lipid changes, including probabilistic quotient normalisation values for each metabolite and each biological replicate, can be found in Additional file 2: Table S1.

**Fig. 2:**
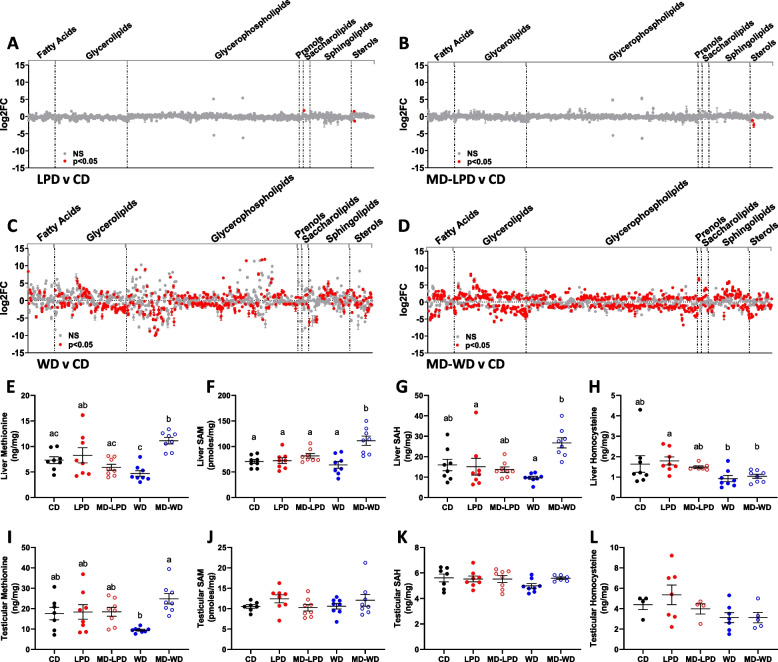
The impact of paternal diet on male metabolic status. Differential serum lipid abundance in (**A**) LPD males, (**B**) MD-LPD males, (**C**) WD males and (**D**) MD-WD males when compared to CD males. Hepatic levels of the central one-carbon metabolites (**E**) methionine, (**F**) S-adenosylmethionine (SAM), (**G**) S-adenosylhomocysteine (SAH) and (**H**) homocysteine. Testicular levels of the central one-carbon metabolites (**I**) methionine, (**J**) S-adenosylmethionine (SAM), (**K**) S-adenosylhomocysteine (SAH) and (**L**) homocysteine. (**E**–**L**) Data presented as individual male values with mean ± SEM; statistical significance determined using one-way ANOVA with Tukey’s post-test, different letters denote significance *p* < 0.05. *n* = 8 males per diet group

We additionally conducted targeted metabolomics analysis of central one-carbon metabolites in liver and testis tissue of our stud males after 24 weeks of diet exposure. One-carbon metabolism is a fundamental metabolic process which functions to deliver methyl-groups from dietary components for use in multiple physiological processes and cellular reactions. Determination of the key metabolites from these pathways gives insight into tissue nutritional status. We found no significant difference between liver metabolites of LPD males compared to MD-LPD males, with both showing no significant change compared to CD males (Fig. 2E–H). WD males displayed decreased levels of liver methionine (Fig. 2E; *p* < 0.0001), S-adenosylmethionine (SAM) (Fig. 2F; *p* < 0.0001) and S-adenosylhomocysteine (SAH) (Fig. 2G; *p* = 0.0006) compared to MD-WD males; however, liver levels of homocysteine were unchanged between WD and MD-WD (Fig. 2H). MD-WD also displayed elevated methionine (Fig. 2E; *p* = 0.0289) and S-adenosylhomocysteine (SAH) (Fig. 2G; *p* = 0.0004) compared to CD males. In the testis, the WD males displayed a significant decrease in the amounts of methionine relative to MD-WD males (Fig. 2I; *p* = 0.0013); however, this was not significantly different to the amount observed in CD males. No other difference in testicular 1-carbon metabolites were observed across groups (Fig. 2J - L).

Histological analysis of the testis (Fig. 3A) revealed no difference in mean seminiferous tubule cross sections area (Fig. 3B) or frequency of tubule area (Fig. 3C), tubule perimeter (Fig. 3D), area of the seminiferous epithelium (Fig. 3E) or the area of the tubule lumen (Fig. 3F, G) across groups.

**Fig. 3:**
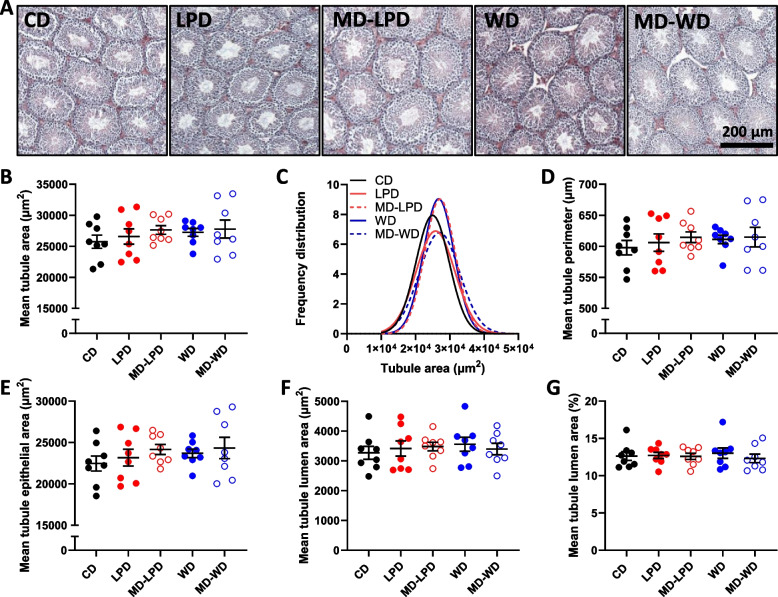
The impact of paternal diet on testicular morphology. **A** Representative histological images of testes from CD, LPD, MD-LPD, WD and MD-WD males. **B** Mean seminiferous tubule cross section area and (**C**) frequency distribution of tubule area. Mean seminiferous tubule (**D**) perimeter, (**E**) area of the epithelium, (**F**) area of the tubule lumen and (**G**) % area of the lumen. *n* = 8 males per diet group

### Sub-optimal paternal diets altered the sperm RNA profiles

Analysis of sperm mRNA content revealed significant changes in expression of multiple sperm protein coding genes in all groups when compared to CD (LPD: 32, MD-LPD: 17, WD: 53, MD-WD: 35, Fig. 4A–D). 

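Sperm RNA was sequenced from 25 males, 5 on each of 5 diets fed for at least 8 weeks. The CD held 18% casein and 21% sugar, the LPD 9% casein and 24% sugar, and the WD milk fat at 20% and cholesterol at 0.15%, with casein at 19% and sugar at 34%. The MD-LPD and MD-WD had the casein and sugar content of the LPD and WD, with methyl donors added and less maize starch. These were choline chloride at 5, betaine at 15 and methionine at 7.5 g per kg of diet, with folic acid at 15 and vitamin B12 at 1.5 mg per kg. The paper collected sperm by letting them swim up from sliced epididymides. The libraries held transcripts known from sperm and transcripts known from other cells of the male tract, and whether the latter sat in other cells or in sperm was not tested. Odf1, a protein of the outer dense fibres of the sperm tail, averaged 147969 ± 54976 normalised counts (SD, n = 5) in CD libraries. Crisp1, secreted by the epididymal epithelium, averaged 256937 ± 94730 and Cd52, found on leukocytes and on epididymal cells, 91857 ± 37220. Mitochondrially encoded transcripts took 18.2% ± 3.90 of reads (SD, n = 5) in CD, 21.5% ± 13.7 in LPD, 20.7% ± 12.2 in MD-LPD, 22.5% ± 8.75 in WD and 17.5% ± 6.47 in MD-WD libraries. Rn7s1 and Rn7s2, the RNA of the signal recognition particle, took 6.16% ± 1.23 in CD, 8.53% ± 4.85 in LPD, 9.64% ± 4.39 in MD-LPD, 13.5% ± 7.09 in WD and 13.6% ± 4.32 in MD-WD libraries. The authors trimmed pairs of 75-bp reads with Trim Galore 0.6.7, aligned them to GRCm39 with HISAT2 2.2.1, counted them per gene with StringTie 2.2.1 and divided the counts by DESeq2 size factors. The deposited values are these normalised counts of 47575 genes, and all gave whole reads, to within 0.01, when multiplied by the library's size factor (0.642 to 1.50). Totals ran from 32455480 to 54108158 reads per library (median 38676778), with 26859 to 36615 genes with a read. Differences between diets were tested with limma on log2 values with a pseudocount of 1, over 28311 genes with a mean of at least 5. Over these genes the median log2 difference from CD was -0.04 in LPD, -0.01 in MD-LPD, 0.03 in WD and 0.11 in MD-WD sperm. Rescaled to equal totals, it was -0.28, -0.21, -0.49 and -0.17, and rescaled by TMM it was 0.05, 0.07, 0.12 and 0.15.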

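None of the genes with the lowest p in each diet group passed the threshold by limma. In WD sperm, Bsg, a glycoprotein of the sperm surface, averaged 1824 ± 151 normalised counts (SD, n = 5) against 1117 ± 59.7 in CD sperm, a log2 difference of 0.70 (standard error 0.14, adjusted p = 0.220 from limma). Kxd1, a subunit of a complex that positions lysosomes, was at 1163 ± 305 in WD and 1094 ± 245 in MD-WD against 517 ± 105 in CD sperm (log2 difference 1.15 and 1.08, adjusted p = 0.220 and 0.428). Slc22a12, a urate transporter, had no read in CD sperm and 31.0 ± 19.0 in WD sperm, and Slc5a4b, of the sodium and glucose transporter family, went from 1.87 ± 4.19 to 35.6 ± 19.8. The unannotated Gm42929 was at 40.1 ± 18.3 in WD against 126 ± 31.2 in CD sperm. In LPD sperm the lowest p fell on Dhx58os (23.6 ± 23.3 against 2.39 ± 5.33), Ripply3 (21.8 ± 15.0 against 3.76 ± 5.15), C430039J01Rik (36.5 ± 16.4 against 105 ± 26.3), Gm43064 and the linker histone H1f0. In MD-LPD sperm, Ighv1-19, a variable segment of the immunoglobulin heavy chain, had a log2 difference of 3.68 (standard error 0.86, adjusted p = 0.999), and Dhx58os, Ripply3, Gm11769 and Serpina1e completed the 5 lowest. In MD-WD sperm, Gadd45b, induced by stress in many cells, averaged 305 ± 160 against 81.3 ± 50.7 (log2 difference 1.94, standard error 0.40, adjusted p = 0.428), with Gm28959, Gm9396, Gm11769 and Kxd1 beside it. By limma, 0 genes passed an adjusted p under 0.05 in any of the 4 comparisons with CD, where 2423 (LPD), 911 (MD-LPD), 4607 (WD) and 2932 (MD-WD) had an unadjusted p under 0.05 and 1416 would by chance. The quasi-likelihood test of edgeR also passed 0 genes in each, with 2783, 1035, 5385 and 2878 at an unadjusted p under 0.05. The Wald test of DESeq2 at its default settings passed 40, 17, 123 and 53 genes, of which 32, 17, 59 and 34 are protein coding. The DESeq2 numbers rest on single libraries. With its filter at 0.05, chosen after the data were seen, and 1 library left out in turn, DESeq2 passed from 4 (without CD male 14 or LPD male 15) to 368 (without LPD male 10) in LPD, and from 10 (without MD-LPD male 9) to 23 (without CD male 15) in MD-LPD sperm. In WD sperm it passed from 5 (without WD male 11) to 2136 (without WD male 14), and in MD-WD sperm from 17 (without MD-WD male 16) to 1796 (without CD male 10). With weights per library, limma passed 1768, 2, 12200 and 3170.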

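Of the genes named here, Kxd1, Rpl36, a protein of the large ribosomal subunit, Gm28959 and Gm9396 were called by DESeq2 in both WD and MD-WD sperm, and C430039J01Rik and Bsg in both LPD and WD sperm. Slc22a12 was called in LPD, WD and MD-WD sperm, and Serpina1e and Mug1, both protease inhibitors of plasma, in both MD-LPD and WD sperm. The overlap rests on DESeq2, since limma passed 0 genes in each comparison and edgeR passed 0 as well. With its filter at 0.05, only 1 of 40 calls in LPD, 4 of 18 in MD-LPD, 2 of 108 in WD and 6 of 53 in MD-WD sperm were kept whichever library was left out, and without WD male 11 alone 3 of 108 were kept in WD sperm. At its default settings, DESeq2 called 26 genes in LPD alone, 6 in MD-LPD alone, 101 in WD alone and 32 in MD-WD alone, and 5 in all 4. With its filter set for an adjusted p of 0.05, a setting chosen after the data were seen, these numbers were 27, 4, 82, 31 and 6. A further 21 genes were then called in 2 comparisons and 3 in 3, and all 30 genes called more than once had a single direction. Between WD and MD-WD, 19 genes were higher in both, where independent lists would share 0.0857, and between MD-LPD and WD 12, where they would share 0.0324. The comparisons share the same 5 CD libraries, so some overlap arises with no effect of diet. When the 25 libraries were regrouped at random 24 times, a median of 8 genes (2 to 67) was called more than once, and 2 of 24 regroupings reached 30. The log2 differences of all tested genes correlated between comparisons at r = 0.509 to 0.719 across genes, which are not independent replicates. Unchanged groups were simulated from the deviations of the 25 libraries from their group means, with 5 libraries drawn from any diet as the shared control. They gave a mean r of 0.468 (-0.196 to 0.858). With the CD libraries split into 2 and 3, so that the comparisons shared none, mean r was 0.047 to 0.287.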

Analysis of the overlap in differentially expressed genes (DEGs) of all biotypes between diets was examined using Venny 2.1 [28] and revealed 27 unique mRNA in LPD sperm, 4 in MD-LPD sperm, 82 in WD sperm and 31 in MD-WD sperm (Fig. 4E; full details of all significant DEGs in Additional file 3: Table S2, full RNASeq details in GEO:GSE241404). 

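Each of the genes Gm43064, Apoa1, Pcdhga10, Apoa4, Gc and Fgg had 0 reads in all 5 CD libraries and reads in some libraries of every other diet. Gm43064, a gene model on chromosome 3, averaged 181 ± 162 normalised counts (SD, n = 5) in LPD, 71.4 ± 83.1 in MD-LPD, 77.7 ± 68.6 in WD and 31.8 ± 71.1 in MD-WD sperm, with reads in 5, 4, 4 and 1 of 5 libraries. A floor of 3 counts over the CD group was set, not measured, for this gene and those below. Against it, the Gm43064 count was at least 314-fold higher in LPD, 124-fold in MD-LPD, 135-fold in WD and 55.2-fold in MD-WD sperm. A higher floor would lower such bounds. The bound in MD-LPD sperm was 67.2-fold without MD-LPD male 9, and in MD-WD sperm only male 12 had reads. These bounds are on counts for a gene model that shares 76.2% of its exonic bases with Ap4b1, and shared reads can be counted for either. The sum of Gm43064 and Ap4b1 was not higher on the diets, at 1000 ± 141 in CD, 863 ± 256 in LPD, 878 ± 126 in MD-LPD, 969 ± 80.3 in WD and 862 ± 84.3 in MD-WD sperm. The genes of the apolipoproteins A-I and A-IV, carried on HDL, were read in fewer libraries. Apoa1 averaged 5.74 ± 7.90 in LPD, 29.2 ± 32.9 in MD-LPD, 54.0 ± 114 in WD and 8.28 ± 3.66 in MD-WD sperm (2, 3, 2 and 5 of 5 libraries with reads, at least 9.97, 50.7, 93.9 and 14.4-fold higher). Its WD bound rests on the 258 of WD male 11 and was 5.12-fold without it, and the bounds were 5.71-fold in LPD sperm without LPD male 15 and 33.7-fold in MD-LPD sperm without MD-LPD male 9. Apoa4 averaged 2.87 ± 3.95, 40.1 ± 51.7, 46.5 ± 96.8 and 1.37 ± 1.98 in the same order (2, 3, 2 and 2 libraries). Gc, the vitamin D binding protein of plasma, averaged 7.54 ± 16.9, 94.8 ± 150, 78.1 ± 154 and 3.40 ± 7.60 (1, 4, 2 and 1 libraries). Fgg, the gamma chain of fibrinogen, averaged 3.77 ± 8.43, 47.6 ± 71.9, 24.2 ± 54.1 and 5.39 ± 7.76 (1, 3, 1 and 2 libraries). Pcdhga10, a protocadherin of the gamma cluster, averaged 13.1 ± 15.1, 18.3 ± 41.0, 22.9 ± 48.8 and 5.85 ± 10.4 (3, 1, 2 and 3 libraries). In a two-sided exact permutation test of log2 values, Gm43064 in LPD and Apoa1 in MD-WD sperm reached p = 0.00794, the smallest the design allows (0.0423 adjusted over 32 such tests). Gm43064 had p = 0.0476 in MD-LPD and WD sperm and Gc p = 0.0476 in MD-LPD sperm by the exact test, and every other comparison of these genes had p of 0.167 to 1. By limma the lowest adjusted p among them was 0.220, for Gm43064 in WD sperm, whereas DESeq2 with its filter at 0.05 gave adjusted p under 0.05 for each gene in each diet, from 2.07e-20 for Gm43064 in LPD to 0.0414 for Fgg in LPD sperm. MD-LPD males 9 and 11 and WD male 11 hold the highest values of Apoa4, Gc and Fgg, and they also hold the highest Alb, the gene of plasma albumin (5109, 760 and 1951, against 12.7 to 314 in the other 22 libraries). The paper proposes that the changes shared by all diet groups could mark a perturbed testicular environment and impaired spermatogenesis.

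**Figure D1:**
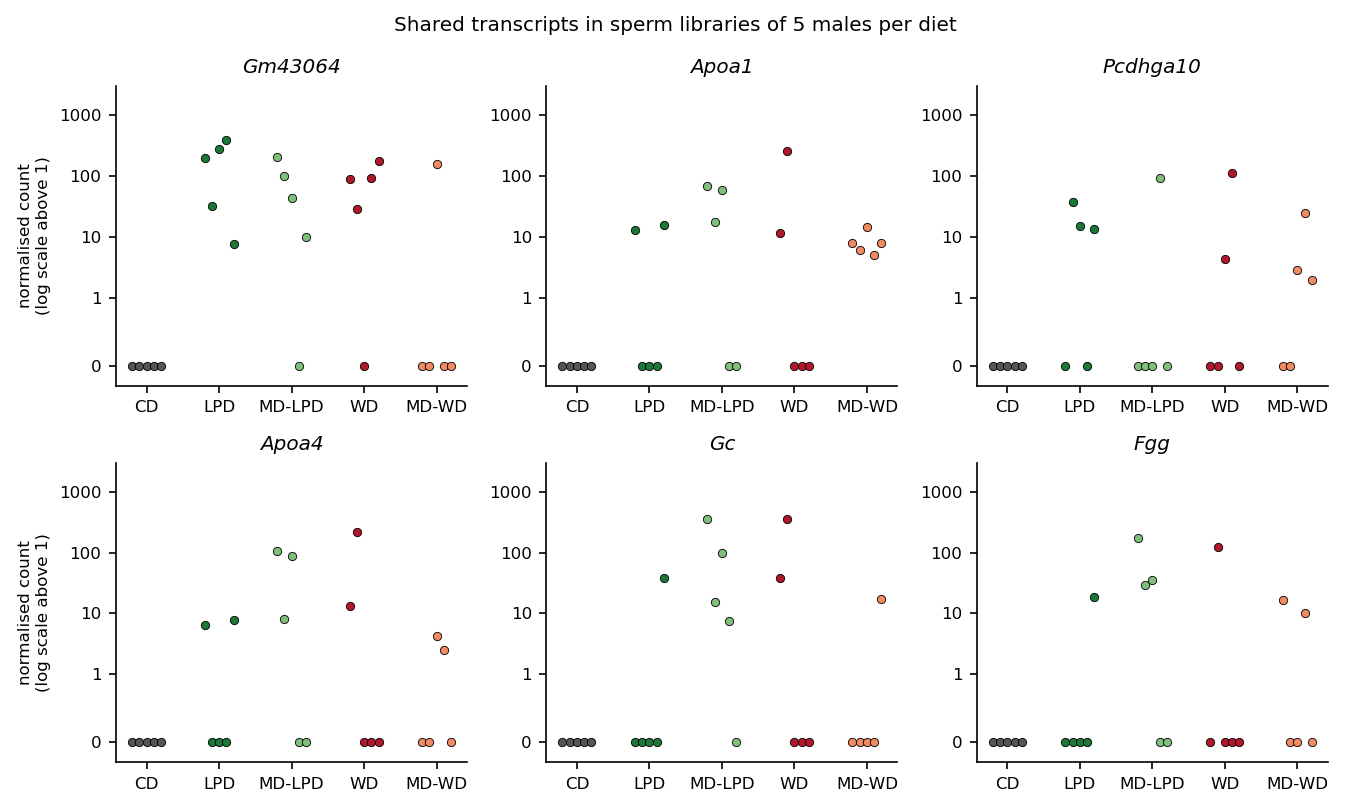
Normalised counts of Gm43064, Apoa1, Pcdhga10, Apoa4, Gc and Fgg in each of the 25 sperm libraries, by diet. All 5 CD libraries sit at 0 for each gene, and most diet groups hold libraries at 0 beside libraries with reads.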

Six DEGs were found to be differentially expressed in all diet groups, *Gm43064*, *Apoa1*, *Pcdhga10*, *Apoa4*, *Gc* and *Fgg*, all demonstrating an increase in relative expression. Pathway analysis was conducted on the identified protein coding DEGs using the ShinyGO web-based software to highlight the significantly impacted pathways (FDR < 0.05, determined using KEGG, Reactome and WikiPathways databases) and the number of genes involved (Fig. 4F). Sperm DEGs from LPD-, MD-LPD- and MD-WD-fed fathers were predicted to influence 61, 40 and 10 pathways, respectively, whereas the sperm DEGs from WD-fed fathers predicted changes to 296 pathways. 

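Genes of proteins that the liver secretes into plasma were called higher as a group by camera in LPD, MD-LPD and WD sperm. Camera compares the differences of a list with those of all other genes tested. Its p-values therefore say how a list stands to the other genes, and do not test a rise over CD alone. The gene lists were written before the deposited values were read. They were written after the paper's calls from the same libraries were read, so they are not independent of those calls. Of 40 liver-secreted genes tested, 30, 38 and 36 had higher values than in CD sperm, with median log2 differences of 0.78, 2.14 and 1.35 (adjusted p = 0.00284, 3.85e-19 and 0.00113 from camera in limma). These calls are lost with an estimated correlation between genes (adjusted p = 0.788, 0.447 and 0.788 with an estimated correlation). In MD-WD sperm 28 of 40 were higher (median 0.58, adjusted p = 0.404). Alb averaged 47.5 ± 42.6 normalised counts (SD, n = 5) in CD, 136 ± 117 in LPD, 1219 ± 2195 in MD-LPD, 428 ± 853 in WD and 56.8 ± 46.1 in MD-WD sperm. Apob, the scaffold protein of LDL, averaged 67.1 ± 41.8 in CD, 398 ± 506 in MD-LPD and 341 ± 640 in WD sperm, while Fga, the alpha chain of fibrinogen, was at 198 ± 95.9 in CD and 95.7 ± 44.0 in MD-WD sperm. Serpina1d and Serpina1e, protease inhibitors of plasma, were the 2 members that passed in MD-LPD sperm when adjusted over the list alone, and Serpina1d is named after its values were seen (61.9 ± 113 against 1.15 ± 1.67 for Serpina1d), and 0 passed in limma over all genes tested. Without WD male 11 the WD median was 0.18 (adjusted p = 0.367, call ended), without LPD male 10 the LPD median was 0.52 (0.0176) and without MD-LPD male 9 the MD-LPD median was 1.36 (2.54e-11). Without 5 libraries that stand apart (CD male 10, LPD male 15, MD-LPD males 9 and 11 and WD male 11, picked by eye after the data were seen), the medians were 0.43 in LPD and 0.43 in MD-LPD sperm (adjusted p = 0.00305 and 0.0133), and the WD call ended (0.499). Of 40 genes of plasma lipoproteins, 6 of them in the liver list, 32 were higher in LPD and 32 in MD-LPD sperm (median log2 difference 0.37 in each, adjusted p = 0.000112 and 2.81e-05, and 0.483 and 0.447 with an estimated correlation). In WD sperm 29 and in MD-WD sperm 26 were higher (medians 0.29 and 0.30, adjusted p = 0.0919 and 0.539). Apoe, which carries lipid between cells, averaged 6302 ± 1638 in CD, 14493 ± 9795 in LPD, 11798 ± 5057 in MD-LPD, 11736 ± 2332 in WD and 11818 ± 3192 in MD-WD sperm (log2 differences 0.97, 0.85, 0.91 and 0.90, standard error 0.35, adjusted p = 0.561, 0.999, 0.240 and 0.481). The lipoprotein receptor Lrp1 was at 7574 ± 878 in CD and 13761 ± 7655 in LPD sperm, and the cholesterol exporter Abca1 at 8389 ± 4845 in CD and 11926 ± 7865 in MD-WD sperm. None of the lipoprotein genes passed in limma over all genes tested or adjusted over the list alone, and the lipoprotein calls ended without the libraries that stand apart (adjusted p = 0.0846 in LPD and 0.151 in MD-LPD sperm). The lipoprotein median was 0.15 in LPD sperm without LPD male 15 and 0.21 in MD-LPD sperm without MD-LPD male 9, with both calls kept, and with equal totals the medians were 0.11 in LPD and 0.16 in MD-LPD sperm, both still called.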

Pathways involving lipoprotein remodelling and assembly (R-MMU-174824.1) were identified in all diet groups. Pathways involved in DNA replication and synthesis, as well as pathways involved in cell cycle control (mainly due to changes in *Ubc* and *Ubb*), were identified only in DEGs from WD sperm. 

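Genes of DNA replication and of the cell cycle were not called as groups in WD sperm. Ubb, a gene of the protein tag for degradation, averaged 9580 ± 1359 normalised counts (SD, n = 5) in CD, 14718 ± 3936 in LPD, 13130 ± 2972 in MD-LPD, 17732 ± 4085 in WD and 15180 ± 5113 in MD-WD sperm. All 5 WD libraries were above all 5 CD libraries (p = 0.00794 in a two-sided exact permutation test). The log2 difference was 0.87 in WD sperm (standard error 0.23, adjusted p = 0.220 from limma and 0.0463 from DESeq2 with its filter at 0.05) and 0.62 in MD-WD sperm (adjusted p = 0.481 and 0.231). With libraries rescaled to equal totals these were 0.33 and 0.32. Of 47 DNA replication genes, 24 were higher and 23 lower in WD sperm (median 0.00, adjusted p = 0.889), and 32 were higher in MD-WD sperm (median 0.20, adjusted p = 0.428). Adjusted over the list alone, and named after their values were seen, Orc4, a subunit of the origin recognition complex, was lower in WD (1031 ± 229 against 1707 ± 210) and in MD-WD sperm (1035 ± 217), and Dscc1, of the clamp loader that aids sister chromatid cohesion, was higher in MD-WD sperm (45.3 ± 16.1 against 16.8 ± 4.30), with 0 in limma over all genes tested. In LPD and MD-LPD sperm 30 of 47 were higher in each (medians 0.06 and 0.07, adjusted p = 0.206 and 0.411). Of 45 cell cycle genes, 22 were higher and 23 lower in WD sperm (median -0.00, adjusted p = 0.859), 7 of them higher and 5 lower at an unadjusted p under 0.05, and 0 passed in limma by either adjustment. The medians in LPD, MD-LPD and MD-WD sperm were 0.05, 0.05 and 0.01 (adjusted p = 0.302, 0.937 and 0.937). Bub1b, of the spindle checkpoint, was at 1326 ± 432 in CD and 4115 ± 2916 in WD sperm, and Anapc5, of the anaphase promoting complex, at 5336 ± 349 and 5507 ± 482.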

All predicted pathways are detailed in Additional file 4: Table S3.

**Fig. 4:**
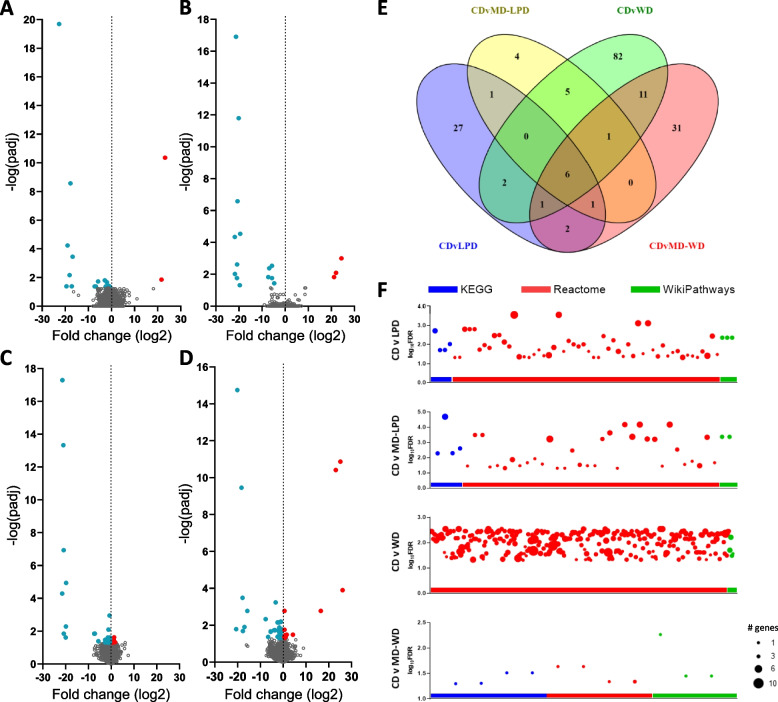
Sub-optimal paternal diet modifies the sperm transcriptome. Volcano plots outlining the number of significantly up (red) and down (blue) differentially expressed protein coding genes (DEGs) detected in sperm from (**A**) LPD, (**B**) MD-LPD, (**C**) WD and (**D**) MD-WD males compared to CD sperm. **E** Venn diagram outlining the total number of DEGs in each comparison group and the overlap between all comparisons. Constructed using Venny 2.1 [28]. **F** The number of pathways predicted to be influenced by the sperm DEGs in each diet group compared to CD. Each dot represents one pathway, colour-coded for pathway database and size coded for the number of DEGs within that pathway. *n* = 6 males per diet group

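Transcripts of sperm were called higher as a group by camera in WD and MD-WD sperm, and transcripts of several somatic cell types in some of the diet groups. None of these calls held with an estimated correlation between genes. Camera sets each list against all other genes tested, so its p does not test a difference from CD alone. Of 58 genes of sperm and late spermatids, 58 were higher in WD and 56 in MD-WD sperm, with median log2 differences of 1.09 and 0.72 (adjusted p = 2.8e-13 and 2.87e-06 from camera, 0.744 and 0.788 with an estimated correlation). Odf1 averaged 308965 ± 172441 normalised counts (SD, n = 5) in WD and 263943 ± 189026 in MD-WD sperm, and Smcp, of the sperm mitochondrial sheath, 189943 ± 100622 in WD against 84426 ± 25237 in CD sperm. In LPD and MD-LPD sperm the medians were 0.08 and 0.10, and neither was called. Of 28 spermatocyte genes of meiosis, 25 were higher in WD sperm (median 0.85, adjusted p = 0.0026, and 0.788 with an estimated correlation), among them Stag3, of the meiotic cohesin (1737 ± 821 against 609 ± 78.5). In MD-WD, LPD and MD-LPD sperm their medians were 0.55, -0.29 and -0.14, none called. Of 34 fibroblast and extracellular matrix genes, 34 were higher in LPD, 34 in MD-LPD and 33 in WD sperm, with medians of 1.00, 0.37 and 0.54 (adjusted p = 1.01e-20, 3.01e-06 and 0.00048, and 0.471, 0.788 and 0.788 with an estimated correlation). In MD-WD sperm their median was 0.30, not called. Of 34 leukocyte genes, 28 were higher in LPD, 32 in MD-LPD and 33 in MD-WD sperm (medians 0.32, 0.41 and 0.75, adjusted p = 0.000327, 2.61e-05 and 2.19e-05, and 0.788, 0.744 and 0.744 with an estimated correlation), with a median of -0.03 in WD sperm. Lyz2, the lysozyme of macrophages, was at 8180 ± 2429 in CD and 12545 ± 4643 in MD-WD sperm. Of 15 endothelial genes, 13 were higher in LPD and 14 in MD-LPD sperm (medians 0.71 and 0.38, adjusted p = 5.11e-05 and 0.000327, and 0.447 for each with an estimated correlation), with medians of 0.47 and 0.30 in WD and MD-WD sperm. All 9 erythrocyte genes were higher in WD and in MD-WD sperm (medians 0.79 and 1.23, adjusted p = 0.0314 and 0.00011, and 0.788 and 0.556 with an estimated correlation). Hba-a1, an alpha globin gene, averaged 24208 ± 13950 in MD-WD against 11863 ± 8454 in CD sperm. Of 33 epididymal epithelium genes, 22 were lower in MD-WD sperm (median -0.29, adjusted p = 0.00422, and 0.748 with an estimated correlation) and 26 higher in LPD sperm (0.21, 0.0242, and 0.788 with an estimated correlation). Clu, the clusterin gene, was at 14005 ± 5871 and Crisp1 at 136767 ± 43780 in MD-WD sperm, against 41007 ± 19911 for Clu in CD sperm. Of 14 Sertoli genes, 10 were higher in LPD sperm (median 0.61, adjusted p = 0.000961, and 0.447 with an estimated correlation), and Wt1, Cldn11 and Ctsl, named after their values were seen, passed there when adjusted over the list alone (Wt1 238 ± 56.3 against 124 ± 14.7). Smooth muscle, adipocyte, seminal vesicle and Leydig cell genes were not called in any diet group, with medians of 0.14 to 0.24, -0.26 to 0.04, -0.17 to 0.67 and 0.01 to 0.14. None of the genes of these lists passed over all genes tested in limma. The erythrocyte call in WD sperm ended without CD male 11 (median 0.34, adjusted p = 0.300), CD male 12 (0.69, 0.0602) or WD male 13 (0.42, 0.270), with a median of 1.21 without WD male 14, and the median in MD-WD sperm was 0.78 without CD male 11. The epididymal call in LPD sperm ended without CD male 10 (median -0.0069, adjusted p = 0.754), LPD male 12 (0.18, 0.0706) or LPD male 13 (0.17, 0.0872). The leukocyte calls ended in LPD sperm without LPD male 15 (median 0.048, adjusted p = 0.0639) and in MD-LPD sperm without MD-LPD male 9 (0.16, 0.0752). The leukocyte median in LPD sperm was 0.66, 0.19 and 0.20 without CD males 10, 14 and 15 and 0.58 without LPD male 12, still called. The endothelial median in LPD sperm was 0.41 without LPD male 13. Rescaled to equal totals, the epididymal median in LPD sperm turned to -0.049 and the extracellular matrix call in WD sperm ended (median 0.0027, adjusted p = 0.0559). With equal totals the sperm medians fell to 0.56 in WD and 0.42 in MD-WD sperm, the spermatocyte median to 0.32 and the erythrocyte median to 0.25 in WD sperm, all still called. Leukocyte medians fell to 0.057, 0.20 and 0.46 in LPD, MD-LPD and MD-WD sperm, endothelial medians to 0.45 and 0.17 in LPD and MD-LPD sperm, the Sertoli median to 0.36 and the extracellular matrix median in MD-LPD sperm to 0.16, and these calls were kept too. The sperm median in MD-WD sperm was 0.38 without MD-WD male 12 (adjusted p = 0.0128). The extracellular matrix median in LPD sperm was 0.63 without LPD male 15 and 0.51 without the 5 libraries that stand apart. In MD-LPD sperm it was 0.19 without MD-LPD male 9 (adjusted p = 0.0306) and 0.11 without the 5 libraries, where the call ended (0.0683), as did the endothelial call (median 0.20, adjusted p = 0.0627). The epididymal call in LPD sperm also ended there (-0.052, 0.790), and the extracellular matrix median in WD sperm was 0.31, still called. The epididymal call in MD-WD sperm ended without MD-WD male 16 (median -0.067, adjusted p = 0.204), and the median was -0.62 and -0.19 without CD males 10 and 14 and -0.45, -0.45 and -0.46 without MD-WD males 9, 10 and 12, with the call kept. With equal totals it was -0.58 and without the 5 libraries -0.62, still called.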

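Genes of translation and of spliceosomal RNA were called higher as groups in all 4 diet groups by camera at a correlation of 0.01. A call here is relative to all other genes tested, so it can stand beside a median below that of CD after rescaling. None of these calls held with an estimated correlation. The 4 comparisons share the same 5 CD libraries, so a call in each of them is not independent evidence. Of 85 genes of cytosolic ribosomal proteins, 82 were higher in LPD, 82 in MD-LPD, 67 in WD and 72 in MD-WD sperm, with median log2 differences of 0.38, 0.31, 0.21 and 0.32 (adjusted p = 2.71e-24, 1.82e-23, 8.33e-07 and 1.76e-10 from camera). With an estimated correlation the adjusted p = 0.447, 0.447, 0.788 and 0.744. Adjusted over the list alone, 20 passed in MD-WD sperm, all higher, and Rpl36 in WD sperm (4918 ± 1891 normalised counts against 1820 ± 238, SD, n = 5), with 0 in limma over all genes tested. Genes below that passed only over their own list are named after their values were seen. Of 9 spliceosomal RNA genes, 8 were higher in each diet group, with medians of 0.79, 0.92, 1.57 and 1.45 (adjusted p = 0.00154, 6.14e-05, 0.000758 and 3.91e-05, and 0.744, 0.554, 0.693 and 0.554 with an estimated correlation). Rnu1a1, a gene of the U1 RNA, averaged 950 ± 169 in CD, 3145 ± 1386 in WD and 3092 ± 2328 in MD-WD sperm. Adjusted over the list alone, 4 of these genes passed in WD and 6 in MD-WD sperm. Of 68 histone genes, mostly replication dependent, 62 were higher in LPD, 62 in MD-LPD, 55 in WD and 63 in MD-WD sperm (medians 0.48, 0.35, 0.28 and 0.43, adjusted p = 2.26e-15, 1.63e-10, 0.0039 and 5.46e-07, and 0.447, 0.554, 0.788 and 0.744 with an estimated correlation). H4c1 and H4c11 passed in LPD and MD-WD sperm when adjusted over the list alone (H4c1 175 ± 57.4 and 184 ± 12.8 against 97.8 ± 19.8), and so did H1f0, a histone made outside S phase, in LPD sperm (1179 ± 368 against 639 ± 115). Of 93 nuclear genes of oxidative phosphorylation, 83 were higher in LPD and 69 in MD-LPD sperm (medians 0.25 and 0.14, adjusted p = 8.25e-09 and 0.00125, and 0.744 and 0.819 with an estimated correlation). In WD and MD-WD sperm their medians were 0.11 and 0.04, and Ndufa13, of complex I, passed in WD sperm adjusted over the list alone (log2 difference 0.93, standard error 0.23). All 15 mitochondrially encoded genes were higher in WD sperm (median 0.78, adjusted p = 0.019, and 0.83 with an estimated correlation), and their medians in LPD, MD-LPD and MD-WD sperm were 0.20, 0.20 and 0.19. Of 47 proteasome genes, 37 were higher in LPD sperm (median 0.18, adjusted p = 0.000347, and 0.744 with an estimated correlation), with medians of 0.05, -0.09 and -0.04 in MD-LPD, WD and MD-WD sperm. Psmc3, of the regulatory particle, passed in WD sperm adjusted over the list alone (1811 ± 483 against 934 ± 107). Of 50 genes of one-carbon metabolism and methylation, 36 were lower in WD and 35 in MD-WD sperm (medians -0.26 and -0.23, adjusted p = 0.0242 and 0.00751, and 0.788 for each with an estimated correlation). Mat2a, which makes S-adenosylmethionine, was at 4919 ± 1165 in CD, 3231 ± 1190 in WD and 3716 ± 789 in MD-WD sperm, and the medians in LPD and MD-LPD sperm were -0.10 and -0.11. Of 32 antioxidant genes, 25 were higher in LPD sperm (median 0.24, adjusted p = 0.000438, and 0.744 with an estimated correlation), with the peroxidases Gpx7 and Gpx8 past the threshold adjusted over the list alone (Gpx8 44.6 ± 18.5 against 13.6 ± 8.15), and medians of 0.04, -0.03 and -0.17 in the other diet groups. Of 136 immunoglobulin V genes, 101 were higher in MD-LPD and 111 in MD-WD sperm (medians 0.70 and 1.02, adjusted p = 3.01e-06 and 0.000365, and 0.788 and 0.795 with an estimated correlation), while 112 were lower in LPD and 89 in WD sperm (medians -0.65 and -0.37, adjusted p = 0.00011 and 0.0432, and 0.788 and 0.894 with an estimated correlation). Of 48 genes whose proteins the study lists in seminal vesicle fluid, a list the study chose from its own males, 34 were higher in LPD sperm (median 0.18, adjusted p = 0.00159, and 0.554 with an estimated correlation), with medians of 0.11, -0.01 and 0.02 in MD-LPD, WD and MD-WD sperm. Aldoa, the glycolytic aldolase, was higher and Il18bp, which binds interleukin-18, lower in WD sperm when adjusted over this list alone (10382 ± 2227 against 6544 ± 851 and 373 ± 61.2 against 566 ± 96.7), which is not independent evidence. The paper reports less of both proteins in seminal vesicle fluid of WD males. The Aldoa transcript in sperm ran against its protein there, and RNA of sperm was set beside protein of another fluid. None of the genes of these lists passed over all genes tested in limma. Rescaled to equal totals, the medians turned to -0.32 for ribosomal protein and -0.24 for histone genes in WD sperm, to -0.01 for oxidative phosphorylation, -0.08 for proteasome, -0.02 for antioxidant and -0.08 for seminal vesicle fluid genes in LPD sperm, and to -0.072 for oxidative phosphorylation in MD-LPD sperm. The equal totals also ended the calls for ribosomal protein genes in MD-WD (adjusted p = 0.0563) and one-carbon genes in WD sperm (0.0628, although the median went to -0.79). They ended the immunoglobulin call in WD sperm as well (median -0.85, adjusted p = 0.677), and of the medians that turned, the calls ended for ribosomal protein (0.704) and histone genes (0.289) in WD, proteasome genes in LPD (0.185) and oxidative phosphorylation in MD-LPD sperm (0.201). The one-carbon median in MD-WD sperm went to -0.52, still called. Rescaled by TMM, the medians were 0.27 for proteasome and 0.28 for seminal vesicle fluid genes in LPD, 0.22 for oxidative phosphorylation in MD-LPD and -0.17 for one-carbon genes in WD sperm, all still called. Ribosomal protein medians fell to 0.12 and 0.10 in LPD and MD-LPD sperm, histone medians to 0.24, 0.14 and 0.14 in LPD, MD-LPD and MD-WD sperm and the mitochondrially encoded median to 0.24 in WD sperm, all still called. Single libraries also ended calls or moved medians. The immunoglobulin call in LPD sperm ended without CD male 10 (median -0.25, adjusted p = 0.737), and in WD sperm without CD male 10 (0.22, 0.619), WD male 12 (-0.21, 0.201) or WD male 14 (0.043, 0.841). In MD-WD sperm it ended without CD male 11 (median 0.64, adjusted p = 0.0649), MD-WD male 14 (0.67, 0.114) or MD-WD male 16 (0.60, 0.134). Where its call was kept, the median was -1.13 in LPD sperm without CD male 11, and 1.27, 0.43, 0.45 and 0.46 in MD-LPD sperm without CD males 10, 11 and 14 and MD-LPD male 15. It was -0.80, -0.63, -0.71 and -0.70 in WD sperm without CD males 11 and 14 and WD males 10 and 11, and 1.54 in MD-WD sperm without CD male 10. The mitochondrially encoded call in WD sperm ended without CD male 12 (median 0.72, adjusted p = 0.0507), CD male 14 (0.66, 0.0512) or WD male 10 (0.50, 0.128). The one-carbon call in WD sperm ended without CD male 14 (-0.17, 0.0786), WD male 11 (-0.16, 0.0599) or WD male 13 (-0.22, 0.0774), and in MD-WD sperm the median was -0.39 without CD male 10. The histone call in WD sperm ended without CD male 11 (0.18, 0.0823) or WD male 14 (0.19, 0.112), and the median was 0.29 in LPD sperm without LPD male 15 and 0.23 in MD-LPD sperm without CD male 11. For oxidative phosphorylation the median in LPD sperm was 0.15 without CD male 10 and 0.094 without LPD male 12. In MD-LPD sperm that call ended without CD male 10 (0.014, 0.305), MD-LPD male 11 (0.018, 0.750) or MD-LPD male 15 (0.093, 0.0899), and the median was 0.22 and 0.21 without CD male 15 and MD-LPD male 9. In LPD sperm the antioxidant median was 0.086 and 0.11 without CD male 10 and LPD male 12. The proteasome median there was 0.098 without CD male 10, and its call ended without LPD male 12 (0.077, 0.112). The seminal vesicle fluid call ended without CD male 10 (0.15, 0.0528), with medians of 0.099 and 0.12 without LPD males 13 and 15. Without CD male 10, LPD male 15, MD-LPD males 9 and 11 and WD male 11, picked by eye after the data were seen, calls ended for immunoglobulin V genes in LPD (median -0.067, adjusted p = 0.499) and WD (-0.12, 0.957), seminal vesicle fluid genes in LPD (0.058, 0.282) and oxidative phosphorylation in MD-LPD sperm (-0.042, 0.766). With these 5 left out, medians were 0.14 for ribosomal protein genes in MD-LPD, 0.088 for proteasome and 0.067 for antioxidant genes in LPD, and -0.39 for one-carbon and 1.54 for immunoglobulin V genes in MD-WD sperm, all still called.

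**Figure D2:**
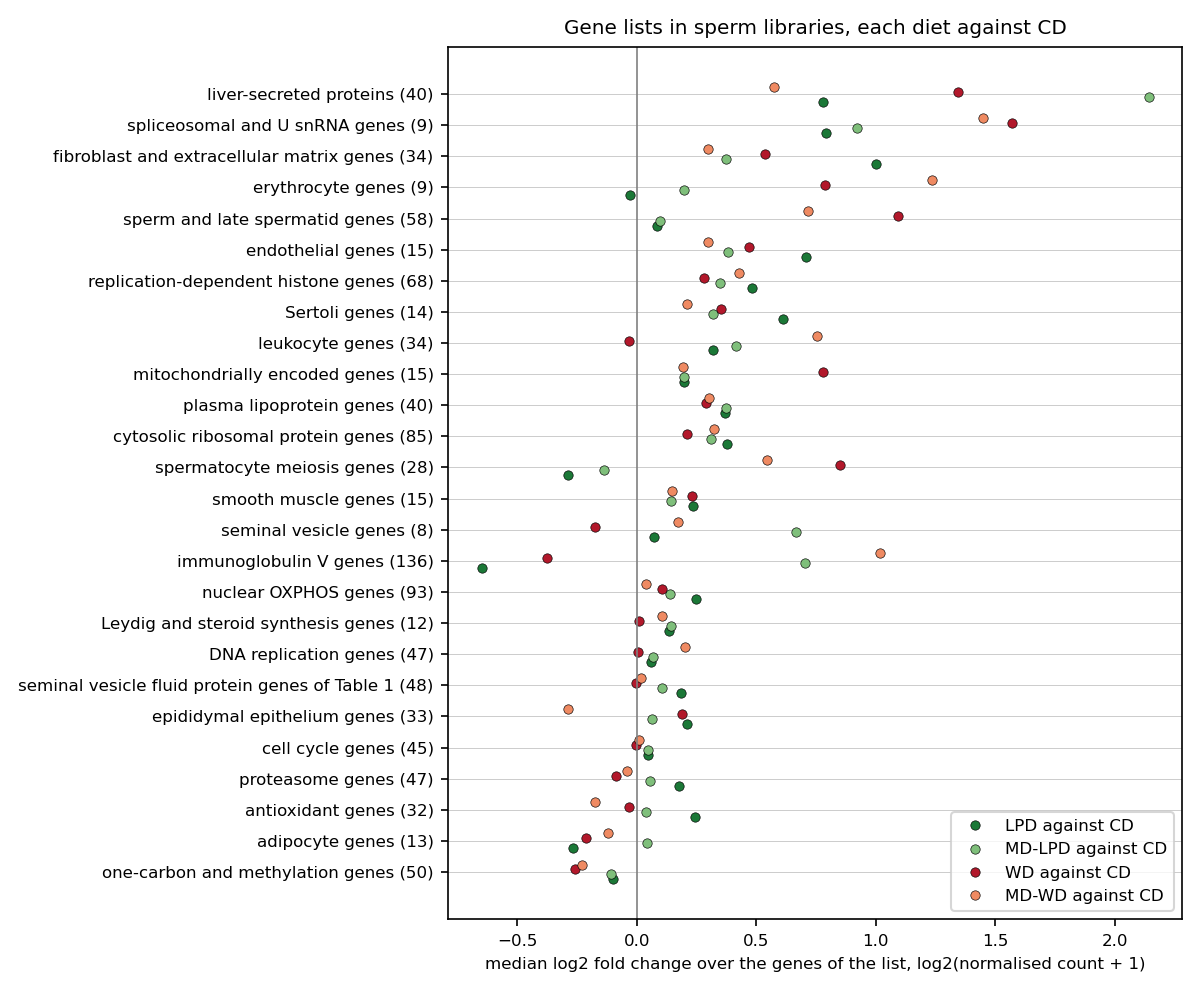
Median log2 difference from CD sperm of fixed gene lists in LPD, MD-LPD, WD and MD-WD sperm, with the number of genes tested in brackets. Ribosomal protein, spliceosomal RNA and histone genes lie above 0 in all 4 diet groups. Rescaled to equal totals, ribosomal protein and histone genes lie below 0 in WD sperm.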

### Sub-optimal paternal diets accelerated embryo development in vitro

To determine the sperm’s impact on directing embryo development, we collected 2-cell embryos on embryonic day 1.5 (E1.5) and cultured them in vitro to exclude any maternal or seminal plasma influences. We observed no differences in the number of embryos retrieved at E1.5 (Additional file 5: Table S4). Embryo development was continually recorded during the 60 h culture period using an EmbryoScope time-lapse incubator (Fig. 5A; representative images of pre-compaction stages). In vitro time-lapse assessment of embryo development revealed embryos from all experimental dietary groups progressed through the pre-compaction cleavage stages faster than CD embryos (Fig. 5B). Analysis of the time taken to progress from the 3- to the 4-cell stage did not differ (Fig. 5C), and there was no difference in the synchronicity of the 3rd cleavage stage between groups (Fig. 5D). Analysis of blastomere size at the 2-cell stage revealed embryos from WD-fed males had a significantly larger mean area when compared to CD embryos (Fig. 5E, *p* = 0.0286). However, this difference in size was not maintained at the 4-cell stage (Fig. 5F).

**Fig. 5:**
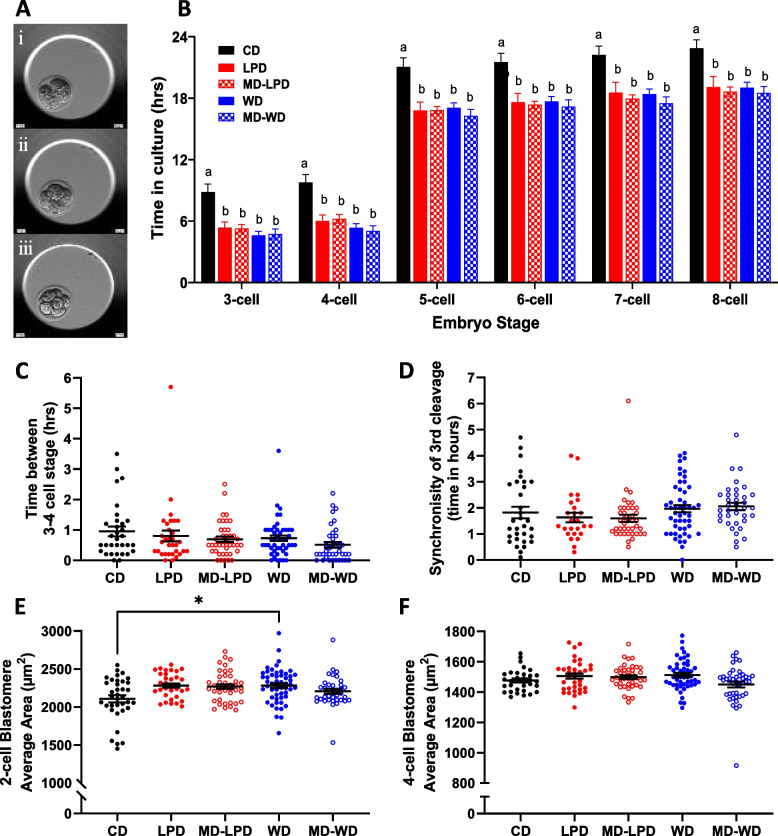
Sub-optimal paternal diet enhances pre-compaction preimplantation embryo kinetics. **A** Representative time lapse images of a (i) 2-cell, (ii) 4-cell and (iii) 8-cell embryo. **B** Preimplantation embryo development timings of pre-compaction cleavage stages normalised to first cell cleavage. **C** Cleavage time between 3 and 4 cell and (**D**) synchronicity of the 3rd cleavage (4-cell–8-cell) for each individual embryo. Blastomere area was measured and averaged for each embryo at the (**E**) 2-cell stage and (**F**) 4-cell stage. Data presented as mean ± SEM in **B** and as individual embryos in **C**–**F**. CD *n* = 36 embryos from 5 litters, LPD *n* = 45 embryos from 6 litters, MD-LPD *n* = 42 embryos from 6 litters, WD *n* = 51 embryos from 7 litters, MD-WD *n* = 42 embryos from 6 litters (each litter generated by a separate male). Statistical significance determined using generalised linear mixed model analysis factored for stud male; different letters denote statistical significance or *p<0.05

Post-compaction (representative staging shown in Fig. 6A), whilst embryos from the MD-LPD- and MD-WD-fed males developed to the morula stage significantly faster than CD embryos (Fig. 6B; *p* < 0.05), embryos from LPD- and WD-fed males were no longer more advanced. However, the time taken for LPD-, MD-LPD- and MD-WD-derived embryos to reach full expansion was again significantly reduced when compared to CD derived embryos (Fig. 6B; *p* < 0.05). Furthermore, there was an increased expansion time observed for WD embryos compared to LPD (Fig. 6C; *p* = 0.036). We observed no difference in the percentage of embryos reaching either the blastocyst (Fig. 6D), or expanded blastocyst stage (Additional file 5: Table S4), between diet groups. We also saw no difference in the proportion of embryos undergoing developmental arrest, either pre- or post-blastulation (Additional file 5: Table S4). After 60 h in culture, there was an observed decrease in the expanded blastocyst area in embryos from LPD-fed males, compared to CD and WD (Fig. 6E; *p* = 0.025 and 0.001, respectively). This change in LPD was reflected by a decrease in blastocyst diameter compared to WD (Fig. 6F; *p* = 0.003). Whilst MD-WD and WD blastocyst area was not significantly different, WD demonstrated an increased blastocyst diameter when compared to MD-WD blastocysts (Fig. 6F; *p* = 0.031). However, assessment of blastocysts cell numbers, determined by Cdx2 and Oct4 staining to identify the trophectoderm (TE) and inner cell mass (ICM) respectively (Fig. 6G), showed no differences in total, ICM or TE cell numbers (Fig. 6H) or in the ratio of the two cell lineage types (Fig. 6I).

**Fig. 6:**
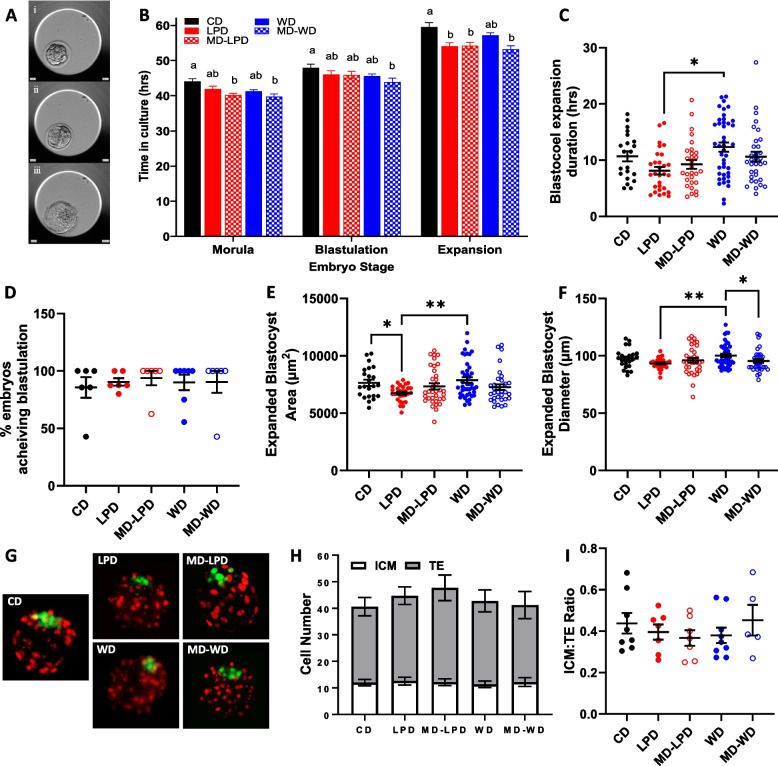
Sub-optimal paternal diet enhances post-compaction preimplantation embryo kinetics. **A** Representative time lapse images of a (i) morula, (ii) early blastocyst and (iii) an expanded blastocyst. **B** Preimplantation embryo development timings of post-compaction cleavage stages. **C** Blastocyst expansion time, from first appearance of blastocoel cavity to full expansion, and (**D**) the percentage of the litter that achieved blastulation. **E** Area and (**F**) diameter of the fully expanded blastocysts. **G** Representative composite images of whole blastocysts stained with Cdx2 (trophectoderm = red) and Oct4 (inner cell mass = green) for the determination of lineage cell allocation. **H** The absolute number of inner cell mass (ICM), trophectoderm (TE) cells and total cell number of stained blastocysts. **I** Ratio of the ICM to TE cell number. Data presented as mean ± SEM in **B**, **D**, **H** and as individual embryos in **C**, **E**, **F**, **I**. **B**, **C**, **D**, **E**, **F** CD *n* = 36 embryos from 5 litters, LPD *n* = 45 embryos from 6 litters, MD-LPD *n* = 42 embryos from 6 litters, WD *n* = 51 embryos from 7 litters, MD-WD *n* = 42 embryos from 6 litters. **H**, **I** CD *n* = 8 embryos from 5 litters, LPD *n* = 7 embryos from 6 litters, MD-LPD *n* = 7 embryos from 6 litters, WD *n* = 9 embryos from 7 litters, MD-WD *n* = 5 embryos from 6 litters. Each litter generated by a separate male. Statistical significance determined using generalised linear mixed model analysis factored for stud male; different letters denote statistical significance or *p < 0.05, **p < 0.01

### Paternal diet alters the seminal vesicle fluid proteome

We have previously shown that offspring development and well-being can be programmed through both sperm- and seminal fluid-mediated mechanisms [20, 29, 30]. Therefore, under this study, we also examined the protein composition of the seminal vesicle fluid in response to paternal sub-optimal diet. Across all males, a total of 235 proteins were detected in at least 3 seminal vesicle fluid sample replicates (see Additional file 6: Table S5 for full protein count details, including both unique and shared protein groups based on peptides used for quantitation, and PRIDE submission: PXD044980 for full datasets). Using StatsPro software with CV threshold of 0.5 and no fold change threshold, we identified a number of seminal vesicle fluid proteins that were significantly (*padj* < 0.05) differentially expressed in their abundance in response to the different dietary regimens (Table 1; full limma outputs available in Additional file 7: Table S6). A significant upregulation of multiple inositol polyphosphate phosphatase 1 and downregulation of NPC intracellular cholesterol transporter 2 was consistently observed in all sub-optimal diet groups compared to CD (Table 1, Fig. 7A, B). Few proteins displayed diet-specific differential profiles with five proteins different from CD in LPD and MD-LPD groups (biotinidase, probable G-protein coupled receptor 132, protein FAM3B, cystatin-C and alpha-amylase 1; all upregulated (Fig. 7A), when compared to CD) and six proteins different in both WD and MD-WD groups compared to CD. These were four upregulated proteins (transcobalamin-2, beta-2-microglobulin, alpha-1-acid glycoprotein 3 and seminal vesicle secretory protein 4) (Table 1 and Fig. 7A) and two downregulated proteins (major prion protein, and UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 7) (Table 1 and Fig. 7B). Interestingly, three proteins were altered based solely on methyl donor supplementation (common changes in CD vs MD-LPD and CD vs MD-WD). These were an upregulation of E3 ubiquitin-protein ligase BRE1B and seminal vesicle secretory protein 6 and a downregulation of angiotensin-converting enzyme (Table 1 and Fig. 7A, B).

**Table 1:** Log2Fold change of significant seminal vesicle fluid protein abundance changes compared to CD

UniProt ID	Gene symbol	Gene name	LPD	MD-LPD	WD	MD-WD
Q60590	Orm1	Alpha-1-acid glycoprotein 1	-	0.55	0.52	0.32
Q63805	Orm3	Alpha-1-acid glycoprotein 3	-	-	0.75	-
P00688;P00687	Amy1	Alpha-amylase 1	0.69	0.72	1.02	-
P27046	Man2a1	Alpha-mannosidase 2	-	− 0.48	-	-
P09470	Ace	Angiotensin-converting enzyme	-	− 0.26	-	− 0.32
P01887	B2m	Beta-2-microglobulin	-	-	0.38	0.37
P23780	Glb1	Beta-galactosidase	-	− 0.44	-	-
Q8K2I4	Manba	Beta-mannosidase	-	-	-	0.50
Q8CIF4	Btd	Biotinidase	0.39	0.40	-	-
P09803	Cdh1	Cadherin-1	-	0.38	-	-
Q80V42	Cpm	Carboxypeptidase M	-	− 0.33	-	-
P10605	Ctsb	Cathepsin B	-	-	0.30	-
P18242	Ctsd	Cathepsin D	-	− 0.68	-	-
Q9R013	Ctsf	Cathepsin F	-	-	-	− 0.64
Q9WUU7	Ctsz	Cathepsin Z	-	-	-	− 0.49
P21460	Cst3	Cystatin-C	0.31	0.37	0.34	-
P56542	Dnase2	Deoxyribonuclease-2-alpha	-	-	0.61	-
Q8R242	Ctbs	Di-N-acetylchitobiase	-	-	0.34	-
Q3U319	Rnf40	E3 ubiquitin-protein ligase BRE1B	-	0.51	-	0.26
P05064	Aldoa	Fructose-bisphosphate aldolase A	-	-	− 0.53	-
Q07235	Serpine2	Glia-derived nexin	-	0.18	-	-
Q60928	Ggt1	Glutathione hydrolase 1 proenzyme	-	0.75	-	-
P15626	Gstm2	Glutathione S-transferase Mu 2	− 0.68	-	-	-
Q9Z0M9	Il18bp	Interleukin-18-binding protein	-	− 0.59	− 0.58	-
P04104	Krt1	Keratin, type II cytoskeletal 1	− 0.83	-	-	-
Q6NXH9	Krt73	Keratin, type II cytoskeletal 73	− 0.91	-	-	-
Q7M6Z4	Kif27	Kinesin-like protein KIF27	-	-	-	− 0.49
O09159	Man2b1	Lysosomal alpha-mannosidase	-	-	− 0.41	-
P04925	Prnp	Major prion protein	-	-	− 0.64	− 0.77
P12032	Timp1	Metalloproteinase inhibitor 1	0.49	-	-	-
**Q9Z2L6**	**Minpp1**	**Multiple inositol polyphosphate phosphatase 1**	**0.76**	**0.65**	**0.98**	**0.52**
Q8BFR4	Gns	N-acetylglucosamine-6-sulfatase	-	-	0.53	-
Q6ZWR6	Syne1	Nesprin-1	-	0.74	0.74	-
**Q9Z0J0**	**Npc2**	**NPC intracellular cholesterol transporter 2**	− **0.27**	− **0.29**	− **0.53**	− **0.49**
Q61171	Prdx2	Peroxiredoxin-2	-	− 0.54	-	-
Q9Z282	Gpr132	Probable G-protein coupled receptor 132	0.48	0.74	-	-
O08976	Pbsn	Probasin	-	-	0.83	-
Q9ESD1	Prss8	Prostasin	-	-	-	− 0.61
Q3UN54	Pate14	Prostate and testis expressed protein 14	0.32	-	-	-
Q09098	Pate4	Prostate and testis expressed protein 4	-	0.40	-	-
Q9D309	Fam3b	Protein FAM3B	0.41	0.44	0.43	-
P41438	Slc19a1	Reduced folate transporter	-	-	-	− 0.24
Q8K1J5	Sde2	Replication stress response regulator SDE2	-	-	− 0.42	-
P18419	Svs4	Seminal vesicle secretory protein 4	-	0.26	0.48	0.26
P30933	Svs5	Seminal vesicle secretory protein 5	-	0.73	-	-
Q64356	Svs6	Seminal vesicle secretory protein 6	-	0.57	-	0.38
Q8CEK3	Spinkl	Serine protease inhibitor kazal-like protein, minor form	-	-	-	− 0.39
P09036	Spink1	Serine protease inhibitor Kazal-type 1	0.36	-	-	− 0.45
Q921I1	Tf	Serotransferrin	-	− 0.53	-	-
O88968	Tcn2	Transcobalamin-2	-	-	0.86	0.45
Q5U405	Tmprss1	Transmembrane protease serine 13	-	0.51	0.76	-
Q8K0J2	B3gnt7	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 7	-	-	− 0.28	− 0.37
P06869	Plau	Urokinase-type plasminogen activator	-	0.39	0.45	-

Seminal vesicle fluid proteins were assessed using the *R*-package Limma via online StatsPro software to determine significantly differentially expressed proteins (*padj* < 0.05). Numbers demonstrate either up or down log2Fold Change, with - indicating no detectable change. Proteins highlighted in bold indicate common changes between all comparison groups. Seminal vesicle fluid extracted from *n* = 6 males per group

**Fig. 7:**
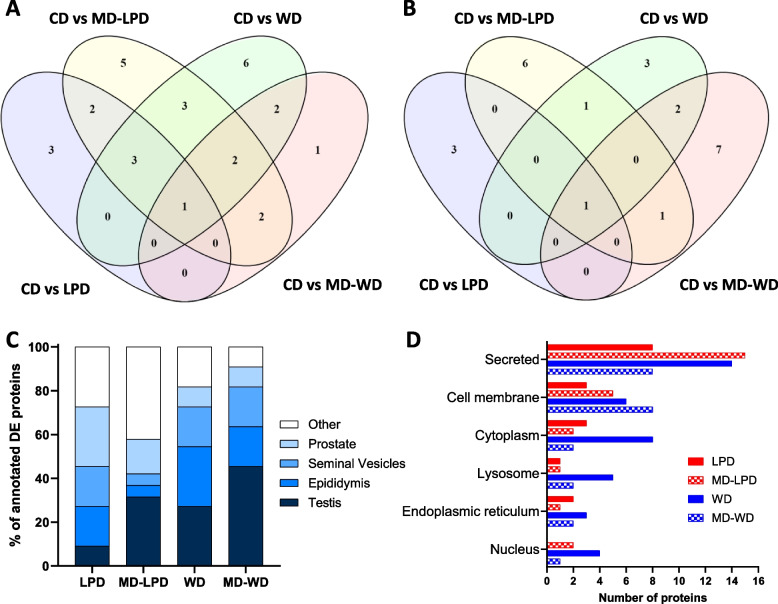
The pattern and tissue and sub-cellular locations of differentially expressed seminal vesicle fluid proteins. **A** The number of seminal vesicle fluid proteins found to increase in response to sub-optimal diets compared to CD and overlap between different dietary groups. **B** The number of seminal vesicle fluid proteins found to decrease in response to sub-optimal diets compared to CD and overlap between different dietary groups. Venn diagrams constructed using Venny 2.1 [28]. **C** UniProt-annotated predicted tissue specific locations of differentially expressed seminal vesicle fluid proteins. **D** The subcellular locations of the differentially expressed seminal vesicle fluid proteins compared to control. *n* = 6/diet group

UniProt tissue-specific annotations of the differentially expressed proteins (DEPs) from seminal vesicle fluid demonstrated that all detected DEPs have key involvements in various reproductive tissues, as they are located in the testis and accessory glands (Fig. 7C). LPD demonstrated the most DEPs associated with the prostate (27.3%), whereas WD was found to have similar proportions of DEPs associated with both the prostate and testes (27.3% of DEPs in each location). Methyl donor supplemented groups (MD-LPD and MD-WD) revealed the most DEPs associated with the testis (31.6% and 45.5% respectively) (Fig. 7C). Whilst this highlights these DEPs and key reproductive associated proteins, it must be noted that the proteins are not exclusive to these tissue locations. The majority of seminal vesicle fluid DEPs were found to be secretory proteins in all dietary groups except MD-WD, which had equal secretory and cell membrane associated DEPs (Fig. 7D). Interestingly, in LPD groups (LPD and MD-LPD), the methyl donor supplementations increased the number of secreted DEPs found in seminal vesicle fluid, whereas in WD groups (WD and MD-WD), this was the opposite, with methyl donor supplementations reducing the number of secreted DEPs (Fig. 7D). The biological processes associated with the differentially abundant proteins in each group were examined using DAVID web-based software; there was minimum overlap with the processes found to be affected by the protein changes in response to sub-optimal diet (Table 2). Response to LPD and MD-LPD had no common biological process influences, whereas WD and MD-WD both showed common changes to the modulation of age-related behavioural decline (GO:0090647) and the response to cadmium ion (GO:0046686), both due to changes in beta-2-microglobulin and major prion protein. Both methyl donor containing diets (MD-LPD and MD-WD) had seminal fluid protein changes that suggest an alteration in proteolysis pathways (GO:0006508).

**Table 2:** Gene ontology analysis of the significantly dysregulated seminal vesicle fluid proteins identifying implicated biological processes

Comparison	Biological process	GO term	# proteins	FDR
**CD vs LPD**	Negative regulation of peptidase activity	GO:0010466	3	0.16
	Cell activation	GO:0001775	2	0.33
	Intermediate filament organisation	GO:0045109	2	0.97
**CD vs MD-LPD**	Proteolysis	GO:0006508	6	0.08
	Regulation of smooth muscle cell migration	GO:0014910	2	0.61
	Negative regulation of plasminogen activation	GO:0010757	2	0.61
	Metabolic process	GO:0008152	3	0.61
	Peptide metabolic process	GO:0006518	2	0.61
	Response to lipopolysaccharide	GO:0032496	3	0.61
	Negative regulation of protein processing	GO:0010955	2	0.61
	Regulation of immune system process	GO:0002682	2	0.61
	Carbohydrate metabolic process	GO:0005975	3	0.61
	Negative regulation of proteolysis	GO:0045861	2	0.99
**CD vs WD**	Learning or memory	GO:0007611	3	0.56
	Modulation of age-related behavioural decline	GO:0090647	2	0.64
	Metabolic process	GO:0008152	3	0.64
	Response to hypoxia	GO:0001666	3	0.64
	Carbohydrate metabolic process	GO:0005975	3	0.64
	Regulation of immune system process	GO:0002682	2	0.64
	Positive regulation of receptor-mediated endocytosis	GO:0048260	2	0.72
	Response to cadmium ion	GO:0046686	2	0.78
	Acute-phase response	GO:0006953	2	0.81
**CD vs MD-WD**	Negative regulation of calcium ion import	GO:0090281	2	0.59
	Modulation of age-related behavioural decline	GO:0090647	2	0.59
	Proteolysis	GO:0006508	4	0.59
	Positive regulation of protein tyrosine kinase activity	GO:0061098	2	0.92
	Response to cadmium ion	GO:0046686	2	0.92

GO Terms were generated by using free-web based software, DAVID Bioinformatics Resources, with all significantly differentially expressed (*padj* < 0.05) seminal vesicle fluid proteins from each comparison used as input lists. Seminal vesicle fluid extracted from *n* = 6 males per group

### Paternal Western diet alters preimplantation uterine immune and inflammatory marker gene expression

As we observed seminal fluid composition changes, and previous studies have found changes to paternal diet impacts maternal uterine vasculature, we examined the early (embryonic day (E)3.5) uterine vascular morphology in response to mating with intact CD, LPD, MD-LPD, WD and MD-WD males. We observed no difference in the number of uterine blood vessels per mm^2^ of the uterine luminal epithelium (Fig. 8A), or in the mean vessel cross-section area (Fig. 8B), as determined using immunohistochemistry for platelet endothelial cell adhesion molecule (CD31) (Fig. 8C). Proportionally, females mated to CD males demonstrated a relatively equal distribution of small, medium and large vessel areas in the uterine tissue examined (a ratio of 1:1:0.8 respectively) (Fig. 8C). Whilst uteri mated with LPD, MD-LPD and WD males did not deviate greatly from this pattern, there was a slight (*p* = 0.1034) increase in the proportion of small area vessels in females mated to MD-WD-fed males compared to those mated to CD-fed males (52 ± 6.9% vs 36 ± 5.4%). However, MD-WD females displayed a greater number of uterine glands when compared to CD females (Fig. 8E; *p* = 0.023).

**Fig. 8:**
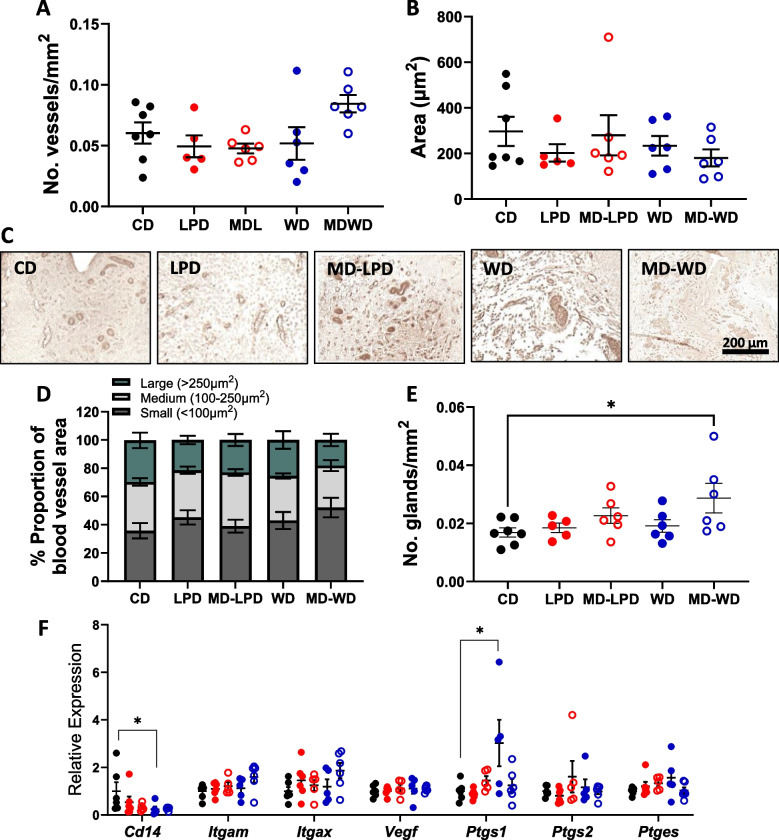
Maternal uterine physiology is altered in response to paternal diet. **A** The number of CD31^+^ blood vessels per mm^2^ of uterine tissue and (**B**) the average area of blood vessels across whole uterine Sect. (100 vessels measured per section). **C** Representative images of CD31^+^ blood vessels in the uterus on day 3.5 of gestation from females mated with CD, LPD, MD-LPD, WD and MD-WD males. **D** The proportional distribution of blood vessel sizes from imaged tissue, categorised into small (< 100 μm^2^), medium (100–250 μm^2^) or large (> 250 μm^2^) area vessels. **E** The number of uterine glands per mm.^2^ of uterine tissue (CD *n* = 7, LPD *n* = 5, MD-LPD *n* = 6, WD *n* = 6, MD-WD *n* = 6). **F** Whole uterus gene expression of key immune regulatory and inflammatory genes presented relative to CD expression, normalised using GeNorm method against *Tbp* and *Ppiβ*. Data points represent average for one dam (CD *n* = 7, LPD *n* = 7, MD-LPD *n* = 7, WD *n* = 7, MD-WD *n* = 7) with average ± SEM. Statistical significance determined using one-way ANOVA with Tukey’s post-test; *p < 0.05

We also examined the expression profiles of several genes involved in immunological responses (*Cd14*,* Itgam*,* Itgax*) and angiogenesis and inflammation (*Vegf*,* Ptgs1*,* Ptgs2*,* Ptges*) within the same uterine tissue (contralateral horn to that used for immunohistochemistry). Expression of *Cd14* was significantly decreased whilst *Ptgs1* was increased in uteri from dams mated to WD-fed males (Fig. 8F; *p* < 0.05) when compared to uteri from dams mated to CD-fed males.

## Discussion

The relevance of paternal diet in relation to offspring outcome and future health is becoming more prominent in reproductive research. However, the mechanisms by which these changes are brought about in utero are still not fully understood. Our current study shows that both paternal undernutrition (LPD) and overnutrition (WD) affect a continuum of metabolic and reproductive traits in males which, ultimately influence embryonic development and the post-mating maternal environment. We observe that LPD had minimal impact on male lipid metabolism whilst WD changed the abundance of over 350 lipids. Similarly, in the sperm, LPD altered the expression of 27 mRNAs, whilst in WD sperm, there were 82 differentially expressed transcripts. However, both LPD and WD increased the developmental kinetics of preimplantation embryos, with an enhanced rate of development evident from the earliest stages. Interestingly, supplementation of our LPD and WD with methyl donors had differential affects, dependent on the base diet supplemented. These observations suggest that a father’s nutritional status at the time of conception is critical for directing his own reproductive health and the well-being of his offspring.

We observed minimal differences in the growth profiles in our males fed either the LPD or WD (with or without methyl donors). This observation contrasts with other studies that showed an increased weight gain in mice fed high-fat/high-sugar diets [31–34]. However, these studies typically used diets that had higher energy content from fats [33] or were supplemented with additional forms of sugar (such as increased fructose in the drinking water [32] or ad libitum access to sweetened condensed milk [31]) which could somewhat explain our lack of WD-associated weight gain. However, at cull, the WD males did display an increased adiposity, specifically in the white adipose deposits in the gonadal region, yet showed a decreased body weight and reduced brown adipose tissue (interscapular adipose) mass, suggesting a loss of some lean-mass. Obesity and high-fat/calorie diets in humans and rodents have been associated with anabolic resistance at both muscle and whole-body levels [35, 36]. Increased obesity has also been associated with muscle accumulation of toxic fatty acids and derivatives such as ceramides resulting in lipotoxicity in rats [37]. This is driven, in part, through excess circulatory lipids being stored in non-adipose tissues such as muscle and the liver. This accumulation of toxic lipid derivatives in the muscle then results in decreased anabolic profiles as well as reductions in muscle strength and poor physical performance in both animals and humans [38, 39]. Indeed, WD- and MD-WD-fed males displayed elevated liver weights and increased gonadal fat weight suggesting increased fat storage compared to all other diet groups. These observations are supported further by the dramatic changes in serum lipid profiles seen in both WD and MD-WD males. Typically, in animal studies, methyl donor supplementation has been associated with beneficial reductions in weight and lipid metabolism [40, 41]. However, some studies have shown that deficiencies in folate, methionine and choline decrease lipid metabolism through the phosphatidylethanolamine *N-*methyltransferase (PEMT) pathway [42]. Furthermore, a high-fat diet in combination with elevated folate intake has been shown to result in hepatic lipid accumulation and impaired fatty acid oxidation in rats [43]. Interestingly, the expression of genes and proteins involved in fatty acid metabolism, such as Elovl2 and Fads2, are regulated through their DNA methylation status [44, 45]; however, we did not observe definitive increases the methyl donor-associated lipid profiles in LPD compared to MD-LPD or WD compared to MD-WD. The most notable differences in serum lipid profiles in this study were driven by the male exposure to a WD, irrespective of methyl donor supplementation. Whilst the lipid profiles of MD-WD and WD males were not identical, both were associated with a vast increase in lipid number when compared to CD, whereas LPD and MD-LPD comparison groups showed minimal changes. This dysregulation of serum lipids in diets with high fat, sugar and cholesterol has been observed in other models of high-fat feeding in rodents and humans and is indicative of dyslipidaemia [46–48].

Whilst the WD and MD-WD males displayed significant changes in their central metabolic profile, we observed minimal differences in testicular morphology or abundance of 1-carbon metabolites. However, analysis of sperm mRNA content identified a range of differentially expressed transcripts in all experimental groups. Sperm RNA populations in men have been found to be heterogeneous; thus, a conclusion regarding the importance or significance of certain mRNA in terms of infertility markers is still much discussed. However, there is evidence in humans that sperm RNA populations are acutely responsive to changes in diet, such as increases in sugar intake [49]. In mice, male obesity perturbs the abundance of multiple classes of RNAs, including mRNA, miRNA and tRNA [24,50,51]. In our LPD and MD-LPD groups, we observed an overall decreased in transcript abundance when compared to CD sperm. Similarly, in WD and MD-WD sperm, the majority of differentially expressed transcripts were decreased relative to CD sperm. 

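In LPD and MD-LPD sperm, more of the genes at an unadjusted p under 0.05 were higher than lower by limma and edgeR, and the calls with weights per library ran the other way. There were 1359 higher and 1064 lower genes in LPD and 507 higher and 404 lower in MD-LPD sperm by limma, and 2222 higher and 561 lower in LPD and 819 higher and 216 lower in MD-LPD sperm by edgeR. None passed the adjusted threshold with either tool, and of the genes that DESeq2 called at its default settings 32 were higher and 8 lower in LPD, and 14 higher and 3 lower in MD-LPD sperm. With weights per library, limma called 777 higher and 991 lower genes in LPD and 0 higher and 2 lower in MD-LPD sperm. Rescaling to equal totals moved the median difference over all genes tested further below CD in both groups. Higher and lower genes at an unadjusted p were not counted under that scaling, so their balance may depend on it. The 911 genes at an unadjusted p under 0.05 in MD-LPD sperm are fewer than the 1416 expected by chance. The 6 protein-coding genes of largest mean among the paper's LPD calls were Col1a1, Col3a1, Tgfbi, Bsg, Lgals1 and Serpina3n. Col1a1, the alpha 1 chain of type I collagen, averaged 21472 ± 35158 normalised counts (SD, n = 5) in LPD and 3907 ± 1416 in CD sperm (log2 difference 1.29, standard error 0.57, adjusted p = 0.561 from limma), and Col3a1, of type III collagen, 17000 ± 27466 and 3235 ± 399. LPD male 15 held 84206 of Col1a1 and 65943 of Col3a1. Bsg was at 1639 ± 391 in LPD and 1117 ± 59.7 in CD sperm. Tgfbi, a matrix protein induced by TGF beta, was at 2934 ± 2409 and 970 ± 152, Lgals1, a galectin, at 1929 ± 1833 and 549 ± 65.8, and Serpina3n, a protease inhibitor, at 2496 ± 4229 and 337 ± 121. Among the paper's MD-LPD calls, Nnt, the mitochondrial transhydrogenase, was at 0 in all 5 MD-LPD libraries and at 25.0 ± 55.9 in CD sperm, and Gm28539 was at 0 and at 145 ± 202. The SD of Nnt in CD sperm is the largest that 5 counts with its mean can have, so a single CD library held all or nearly all of its reads. The liver protease inhibitors had higher means, with Serpina1c at 82.2 ± 149 against 3.00 ± 3.61 and Mug1 at 89.1 ± 179 against 0 in all 5 CD libraries. MD-LPD male 9 alone held 347 of Serpina1c and 408 of Mug1, against at most 28.9 and 37.7 in the other 4 MD-LPD libraries.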

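In WD sperm, 2314 genes were higher and 2293 lower at an unadjusted p under 0.05 by limma, and in MD-WD sperm 1690 were higher and 1242 lower. By edgeR these were 3911 higher and 1474 lower in WD and 1891 higher and 987 lower in MD-WD sperm, and none passed the adjusted threshold with either tool. DESeq2 at its default settings called 59 higher and 64 lower genes in WD and 40 higher and 13 lower in MD-WD sperm. With its filter set for an adjusted p of 0.05, after the data were seen, it called 61 higher and 47 lower genes in WD sperm. On 2 groups alone, also chosen after the data were seen, it called 1584 higher and 642 lower in WD and 247 higher and 208 lower in MD-WD sperm. With weights per library, limma called 5999 higher and 6201 lower genes in WD and 1468 higher and 1702 lower in MD-WD sperm. Here too the balance may depend on the scaling, since equal totals turned the median difference over all genes tested negative. Hnrnph1, a splicing factor, averaged 3949 ± 1201 normalised counts (SD, n = 5) in WD and 8359 ± 1760 in CD sperm, a log2 difference of -1.11 (standard error 0.26, adjusted p = 0.220 from limma and 0.0336 from DESeq2). Rimoc1, which acts with a regulator of Rab7 in autophagy, was at 1917 ± 526 in WD and 3580 ± 447 in CD sperm (log2 difference -0.93, adjusted p = 0.220). In MD-WD sperm, Clca3a2, of the family of calcium-activated chloride channel regulators, was at 2765 ± 1253 against 8692 ± 4362 (log2 difference -1.51, standard error 0.42, adjusted p = 0.481 from limma and 0.0312 from DESeq2). Rps28, of the small ribosomal subunit, was at 4068 ± 682 in MD-WD and 2338 ± 302 in CD sperm, and Zc3h18, which links the cap of nuclear RNA to its decay, at 1916 ± 243 and 1435 ± 117.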

Only 6 transcripts (*Gm43064*, *Apoa1*, *Pcdhga10*, *Apoa4*, *Gc* and *Fgg*) were differentially expressed in all groups. Such common changes in sperm mRNA content could occur as a consequence of impaired testicular function and spermatogenesis [52, 53]. For example, impaired vitamin D metabolism, mediated in part through the vitamin D receptor (*Gc*), has been linked to increases in reactive oxygen species levels [54] and perturbed testosterone production [55]. Similarly, expression of apolipoprotein A1 (*Apoa1*) is critical for the transport of cholesterol, upon which the synthesis of testosterone is dependent. Furthermore, the observation that all groups displayed differential expression of *Gm43064*, an alternative splice variant of *Ap4b1*, could indicate perturbed patterns of testicular transcription. Therefore, the changes identified here could be a marker of a perturbed testicular environment and impaired spermatogenesis.

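Gm43064 and Ap4b1, the gene of a subunit of the AP-4 adaptor complex, overlap on the plus strand of chromosome 3 of GRCm39. Gm43064 has 1 annotated transcript of 14 exonic blocks and 3144 bases between positions 103716889 and 103745964. Ap4b1 lies between 103716228 and 103729346 with 20 transcripts and shares 2396 of these bases, 76.2% of Gm43064, in 9 of its blocks. Bcl2l15, a member of the Bcl2 family, lies between 103739917 and 103763435 and shares 569 bases, 18.1%, in 4 blocks. Ap4b1 averaged 1000 ± 141 normalised counts (SD, n = 5) in CD, 682 ± 289 in LPD, 807 ± 209 in MD-LPD, 892 ± 98.8 in WD and 830 ± 15.6 in MD-WD sperm. The log2 differences from CD were -0.71, -0.35, -0.16 and -0.26 (standard error 0.28, adjusted p = 0.561, 0.999, 0.762 and 0.655 from limma), with exact permutation p = 0.0556, 0.127, 0.175 and 0.00794. Without LPD male 13, which has 211 of Ap4b1, the difference for Ap4b1 in LPD against CD was -0.33 by limma, and with equal totals it was -0.97 in LPD against CD and -0.69 in WD against CD. Gm43064 had 197, 32.3, 275, 391 and 7.76 normalised counts in LPD males 10, 11, 12, 13 and 15, and in MD-WD sperm its only reads were the 159 of male 12. The sum of Gm43064 and Ap4b1 was 1000 ± 141 in CD, 863 ± 256 in LPD, 878 ± 126 in MD-LPD, 969 ± 80.3 in WD and 862 ± 84.3 in MD-WD sperm. Reads in shared exons can be counted for either gene model, so the counts per gene do not give the splice form.

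**Figure D3:**
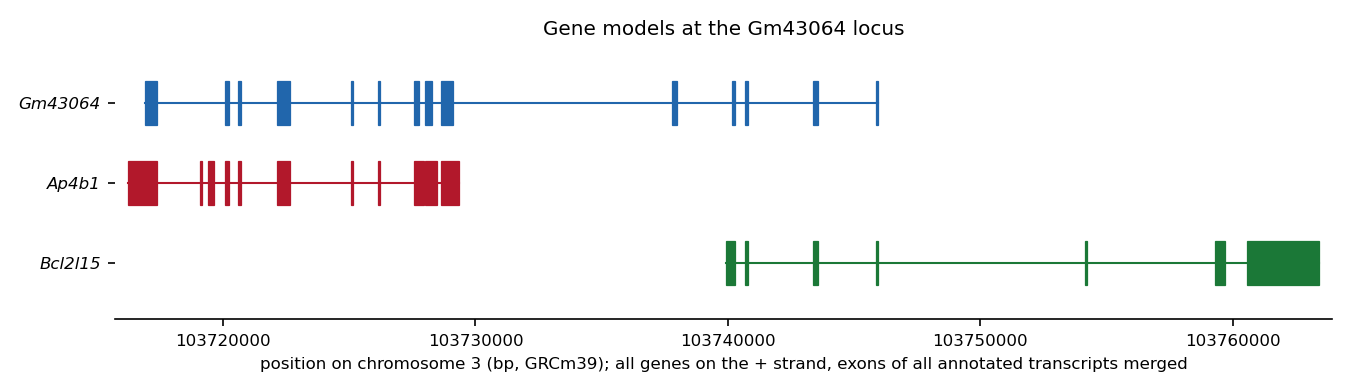
Exonic blocks of Gm43064, Ap4b1 and Bcl2l15 along chromosome 3 of GRCm39 (position in bases). Gm43064 spans from the first exons of Ap4b1 into Bcl2l15 and shares 76.2% of its exonic bases with Ap4b1.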

Sperm RNA populations have also been identified as potential regulators of early embryonic development [56]. Dynamic changes to sperm RNA load have been observed as they transit through the caput and caudal epididymis, and these RNAs are delivered to the zygote and can influence embryo gene expression as early as the 4-cell stage [57]. Similarly, a study investigating small RNA populations in mice found that high-fat diet alters the RNA sperm profile and that these RNAs influence early embryo expression of genes involved in metabolic regulation [24]. As sperm contain just 1% of a somatic cell’s RNA profile [58], altering the transcriptional landscape of the early embryo prior to zygotic genome activation allows for the small quantity of sperm RNA to maximise their influence on future development and offspring fitness. This early impact on pre-implantation embryo development may be one mechanistic route for paternal-driven developmental programming observed in multiple studies examining poor paternal diet and offspring health [18, 25, 59, 60].

Several studies have found that an insult to father’s sperm or paternal sub-optimal environment leads to delayed preimplantation embryo development [61, 62]. Damage to sperm, such as DNA fragmentation and oxidative stress damage, has been found to reduce development rate leading to embryos taking longer to reach the blastocyst stage and fewer achieving blastulation [63]. Obese mice have also been found to produce embryos that have delayed preimplantation development [18]. Binder et al. utilised in vitro fertilisation to produce embryos from sperm taken from obese stud males, leading to significant developmental delays in vitro. However, a study examining increased paternal BMI in humans found an accelerated rate of embryo development, similar to our current study. Here, a higher paternal BMI preconception was associated with a faster preimplantation development rate up to the 8-cell stage, which correlated to a reduced fertilisation potential [64]. Separately, studies examining the influence of sperm from infertile men have also identified increased rates of early preimplantation embryo development [65, 66]. These studies suggest male infertility is associated with a lower level of sperm chromatin condensation, allowing faster access of the oocyte’s remodelling machinery to the paternal genome. This hypothesis is supported by observations of increased embryo developmental rates when using immature testicular sperm versus mature epidermal sperm in human assisted reproduction [67]. However, a quicker transition through the first cell cycle in the preimplantation embryo could reduce the time allowed for DNA damage repair, enabling paternal mutations to become established within the offspring’s DNA [68]. Interestingly, we found that methyl donor supplementation did not shift the embryos developmental trajectory towards that of embryos from the control group. Suggesting that the typical ‘poor’ diets (LPD and WD) cannot be simply corrected by dietary supplementation with vitamins and minerals that influence methylation status, the methylation status of the sperm cannot be solely responsible for the altered morphokinetics of the early embryo observed in the present study.

Whilst poor paternal diet and lifestyle have been connected with changes in sperm quality and epigenetic status, there is increasing evidence that the seminal plasma can also influence embryonic, foetal and postnatal offspring wellbeing [26]. Previously, we have shown that seminal plasma from LPD-fed male mice programmed poor metabolic and cardiovascular health in the offspring for up to two generations [29, 30, 69]. Separately, absence of seminal plasma at the time of mating in mice impaired embryo development and programmed poor cardio-metabolic health in the offspring [70]. In our current study, we observed paternal diet altered the relative abundance of multiple proteins within the seminal vesicle fluid, albeit only minor changes were detected with the majority of proteins demonstrating only minor fold changes. Of the observed changes, however, only two proteins, multiple inositol polyphosphate phosphatase 1 and NPC intracellular cholesterol transporter 2, were found to be differentially abundant in all groups (up and down regulated respectively). Changes in such proteins might reflect metabolic changes shared across all the males and could act as a biomarker of general male reproductive health. Indeed, in some species, seminal plasma composition has been identified as a marker of male reproductive fitness [71]. Separately, in species such as mice, and humans to a lesser extent, seminal plasma plays a significant role in modulating the maternal reproductive tract following insemination [72]. Various bioactive factors, such as cytokines, nucleic acid packages and several hormones are present in the seminal fluid of males. We found in this study that females mated to WD-fed males had dysregulated uterine expression of *Cd14* and *Ptgs1*, suggesting uterine immunological responses to paternal semen factors could be altered by paternal diet. Prostaglandins have a key role in implantation, particularly in embryo development, decidualisation, angiogenesis and immune cell infiltration, all key processes that can be directly and indirectly altered by male factors [26, 73]. Prostaglandin synthase 1 (*Ptgs1*) is constitutively expressed in the uterus during the preimplantation period and is not as susceptible to inducement as its counterpart, prostaglandin synthase 2 (*Ptgs2*). However, we observed a significant reduction in uterine *Ptgs1* expression in response to mating with WD-fed males. PTGS1 (along with PTGS2[74–76]. With this gene expression reduced in females mated to WD-fed males, it suggests a potential dysregulation in the prostaglandins present in the uterus. However, as there were no alterations in the more inducible *Ptgs2* gene, this suggests a more detailed profiling of the prostaglandin presence and synthesis in uterine tissue exposed to nutritionally altered seminal fluid is required. Interestingly, Watkins et al. have previously demonstrated paternal LPD significantly reduced uterine expression of prostaglandin synthesis genes, *Alox5*, *Ptgs2*, *Ptges* and *Tbxas1*, as well as reduced the overall endometrial [20]. However, we did not find any evidence of sub-optimal paternal diets altering uterine vessel area, which could be attributed to the lack of observed changes to angiogenesis-associated genes. *Vegf* [77, 78] gene expression was also detected in uterine tissue at E3.5, representing the monocyte, macrophage and dendritic cell populations, respectively [77, 78]. In females mated to WD-fed males, uterine expression of the monocyte cell marker, *Cd14*, was significantly decreased, suggesting that a paternal high-fat, high-sugar diet may alter seminal immunomodulatory cytokines, potentially bringing about a reduced infiltration of monocytes within the decidua.

## Conclusions

This study supports previous evidence that a paternal diet does play a role in regulating early preimplantation development in the mouse. In summary, we have shown that both LPD and WD-fed male mice sire embryos have an accelerated preimplantation development rate and that a poor diet supplemented with methyl donors does not correct this altered development trajectory. Our data indicate that poor paternal diet alters the sperm RNA landscape and the composition of the seminal vesicle fluid. We propose that perturbations in these seminal constituents direct embryo developmental dynamics both directly (sperm mediated) and indirectly (seminal plasma mediated), shaping the long-term health of the resultant offspring.

## Methods

### Mice diet regime, matings and tissue collection

All animal procedures were approved by the UK Home Office according to the Animals (Scientific Procedures) Act 1986, Amendment Regulations 2012, and carried out under Project License 30/3253 with local ethical approval at University of Nottingham. C57BL/6 J mice (Charles River, UK) were housed in controlled 12/12-h light/dark conditions with a constant temperature (21 °C ± 3 °C) and ad libitum access to water. Virgin 8-week old males were fed either control diet (CD; 18% casein, 21% sugar, 0% milk fat, 0% cholesterol [0.74 kcal/g protein, 0.56 kcal/g fat, 1.80 kcal/g carbohydrates], *n* = 28), isocaloric low-protein diet (LPD; 9% casein, 24% sugar, 0% milk fat, 0% cholesterol [0.37 kcal/g protein, 0.56 kcal/g fat, 2.17 kcal/g carbohydrates], *n* = 30), ‘Western’ diet (WD; 19% casein, 34% sugar, 20% milk fat, 0.15% cholesterol [0.70 kcal/g protein, 1.93 kcal/g fat, 2.00 kcal/g carbohydrates], *n* = 30) or LPD or WD supplemented with methyl donors [an addition of 5 g/kg diet choline chloride, 15 g/kg diet betaine, 7.5 g/kg diet methionine, 15 mg/kg diet folic acid, 1.5 mg/kg diet vitamin B_12_ to either LPD (MD-LPD, *n* = 29) or WD (MD-WD, *n* = 28)] for a minimum of 8 weeks. Exact dietary formulations are outlined in Additional file 8: Table S7.

Virgin female C57BL/6 J mice were mated at 9-weeks old (± 7 days) with stud males from one of the 5 diet groups. Successful mating was confirmed by the presence of a copulation plug, denoted as embryonic day (E) 0.5. After successful mating, the males remained on their respective diets until they were euthanized and sperm retrieved from the caudal epididymis. Briefly, both epididymides were roughly sliced in warmed M2 media (M7167- Sigma Aldrich) and were left for 30 min at 37° C for the sperm to swim up into fresh media. The total live sperm fraction was snap frozen for RNA extraction. Seminal vesicles were excised and fluid obtained for proteomics. The liver, testis and adipose tissue were weighed and collected for further analysis, and blood serum was processed as described below. The dams were fed and maintained on standard rodent chow (rat/mouse no.1 maintenance diet, Special Diet Services) and euthanized via cervical dislocation on E1.5 for embryo collection (CD; *n* = 5, LPD; *n* = 6, MD-LPD; *n* = 6, WD; *n* = 7, MD-WD; *n* = 6) or E3.5 for pre-implantation uterine tissue collection (CD; *n* = 7, LPD; *n* = 7, MD-LPD; *n* = 7, WD; *n* = 7, MD-WD; *n* = 7).

### Serum untargeted lipidomics

#### Sample preparation

Male serum (*n* = 8/diet group) was prepared by placing blood on ice to allow coagulation and then centrifuged at 4 °C for 10 min at 10,000 × g. Serum samples were extracted to separate low molecular weight metabolites from other biochemicals including proteins, RNA and DNA. Samples were thawed and extracted on ice. For the analysis of water-soluble metabolites, 150 μL of acetonitrile/methanol (1:1 (v/v), LC–MS grade, LiChrosolv, Merck) was added to 50 μL of plasma followed by vortex mixing (20 s), centrifugation (22,000 × g, 20 min at 4 °C) and transfer of the clear supernatant to a glass LC autosampler vial (VI-04–12-02RVG 300μL Plastic, Chromatography Direct, UK). For the analysis of lipid metabolites, 150 μL of isopropyl alcohol, IPA (LC–MS grade, LiChrosolv, Merck), was added to 50 μL of plasma followed by vortex mixing (15 s), centrifugation (22,000 × g, 20 min at 4 °C) and transfer of the clear supernatant to a glass LC autosampler vial (VI-04–12-02RVG 300 μL Plastic, Chromatography Direct, UK). A single pooled QC sample was prepared by combining aliquots of all biological samples where adequate sample volume remained and vortex mixing (2 min). Aliquots (50 μL) of the pooled QC sample were extracted as defined above.

#### Ultra-performance liquid chromatography-mass spectrometry

Samples were analysed applying two ultra-performance liquid chromatography-mass spectrometry (UPLC-MS) methods using a Dionex UltiMate 3000 Rapid Separation LC system (Thermo Fisher Scientific, MA, USA) coupled with a heated electrospray Q Exactive Focus mass spectrometer (Thermo Fisher Scientific, MA, USA). Polar extracts were analysed on a Accucore-150-Amide-HILIC column (100 × 2.1 mm, 2.6 μm, Thermo Fisher Scientific, MA, USA). In positive ion mode UPLC, solvents consisted of mobile phase A which consisted of 10 mM ammonium formate and 0.1% formic acid in 95% acetonitrile/water and mobile phase B which consisted of 10 mM ammonium formate and 0.1% formic acid in 50% acetonitrile/water. In negative ion mode UPLC, reservoir solvents consisted of 10 mM ammonium acetate and 0.1% acetic acid in 95% acetonitrile/water, and mobile phase B consisted of 10 mM ammonium acetate and 0.1% acetic acid in 50% acetonitrile/water. Flow rate was set for 0.50 mL·min^−1^ with the following gradient: *t* = 0.0, 1% B; *t* = 1.0, 1% B; *t* = 3.0, 15% B; *t* = 6.0, 50% B; *t* = 9.0, 95% B; *t* = 10.0, 95% B; *t* = 10.5, 1% B; *t* = 14.0, 1% B; all changes were linear with curve = 5. The column temperature was set to 35 °C, and the injection volume was 2 μL. Data were acquired in positive and negative ionisation modes separately within the mass range of 70–1050 m/z at resolution 70,000 (FWHM at m/z 200). Ion source parameters were set as follows: sheath gas = 55 arbitrary units, aux gas = 14 arbitrary units, sweep gas = 4 arbitrary units, spray voltage = + 3.5 kV/ − 2.7 kV, capillary temp. = 380 °C, aux gas heater temp. = 440 °C.

Non-polar extracts were analysed on a Hypersil GOLD column (100 × 2.1 mm, 1.9 μm; Thermo Fisher Scientific, MA, USA). Mobile phase A consisted of 10 mM ammonium formate and 0.1% formic acid in 60% acetonitrile/water, and mobile phase B consisted of 10 mM ammonium formate and 0.1% formic acid in 90% propan-2-ol/water. Flow rate was set for 0.40 mL·min^−1^ with the following gradient: *t* = 0.0, 20% B; *t* = 1.6, 20% B, *t* = 9.4, 100% B; *t* = 10.6, 100% B; *t* = 12.6, 20% B; *t* = 15.0, 20% B; all changes were linear with curve = 5. The column temperature was set to 55 °C, and the injection volume was 2 μL. Data were acquired in positive and negative ionisation mode separately within the mass range of 150–2000 m/z at resolution 70,000 (FWHM at m/z 200). Ion source parameters were set as follows: sheath gas = 48 arbitrary units, aux gas = 15 arbitrary units, sweep gas = 0 arbitrary units, spray voltage = + 3.5 kV/ − 2.7 kV, capillary temp. = 350 °C, aux gas heater temp. = 400 °C.

A Thermo ExactiveTune 2.8 SP1 build 2806 was used as instrument control software in both cases, and data were acquired in profile mode. Quality control (QC) samples were analysed as the first ten injections and then every seventh injection with two QC samples at the end of the analytical batch. Two blank samples were analysed, the first as the 6th injection and then the second at the end of each batch.

#### Raw data processing

Raw data acquired in each analytical batch were converted from the instrument-specific format to the mzML file format by applying the open access ProteoWizard software [79]. Deconvolution was performed with XCMS software [80] according to the following settings: min peak width (4 for HILIC and 6 for lipids), max peak width [30], ppm (12 for HILIC and 14 for lipids), mzdiff (0.001), gapInit (0.5 for HILIC and 0.4 for lipids), gapExtend (2.4), bw (0.25), mzwid (0.01). A data matrix of metabolite features (m/z-retention time pairs) vs. samples was constructed with peak areas provided where the metabolite feature was detected for each sample.

#### Metabolite annotation

Putative metabolite annotation was performed applying the Python package BEAMSpy (RT diff = 2 s, Pearson correlation > 0.70, *p-*value < 0.05); m/z values of all experimentally observed peaks were searched against HMDB [81] and LIPIDMAPS [82], and all matches within a 5-ppm mass error tolerance were reported. All metabolites described are reported to level 2 or 3 as defined by the Metabolomics Standards Initiative [83]. Comparisons for all sub-optimal diet groups (LPD, MD-LPD, WD, MD-WD) were made against control diet (CD).

#### Quality control and quality assessment

A quality assurance and quality control (QA/QC) assessment was performed to measure drift across retention time, m/z and signal intensity and identify potential outliers. The first five QCs were used to equilibrate the analytical system and therefore subsequently removed from the data before the data was analysed. Principal component analysis (PCA) was performed to assess the technical variability (measured by the replicate analysis of a pooled QC sample) and biological variability as part of the quality control process. Prior to PCA, missing values in the data were replaced by applying k-nearest neighbour (kNN) missing value imputation (*k* = 5) followed by probabilistic quotient normalisation (PQN) [84] and glog transformation [85] prior to data analysis. The data from the pooled QC samples were applied to perform QC filtering. For each metabolite feature detected, the relative standard deviation and percentage detection rate were calculated using the remaining QC samples. Blank samples at the start and end of a run were used to remove features from non-biological origins. Any feature with an average QC intensity less than 20 times the average intensity of the blanks was removed. Any sample with > 50% missing values was excluded from further analysis. Metabolite features with a RSD > 30% and present in less than 90% of the QC samples were deleted from the dataset. Features with a < 50% detection rate over all samples were also removed.

#### Statistical analysis

Multivariate statistical analysis.

The multivariate analysis was carried out in Matlab (The MathWorks, Inc., Natick, MA, USA) using scripts based on functionality provided by the PLS_Toolbox (Eigenvector Research, Inc., Manson, WA USA 98831). Prior to the statistical analysis, probabilistic quotient normalisation (PQN), using the mean of the QC samples as a reference, was applied. k-nearest neighbour missing value imputation (*k* = 5) was used to replace missing values, and a glog-transformation (mean QC applied as a reference) of the data was performed. Partial least squares (PLS) discriminant analysis (DA) was used to determine significant features. The number of latent variables to use in the PLS model was established using a grid search over 1 to 15 components inclusive, using a permuted (10 repetitions), k-fold cross-validation model to determine the number of components that minimises the average test set prediction error over all classes. The number of folds *k* is set equal to the sqrt (number of samples) for a given matrix. Variable importance for protection (VIP) scores for each feature were calculated using PLSDA applied to the full sample set using the optimum number of components. Permutation tests (50 repetitions) were used to establish the validity of the model (*p* < 0.05). Forward selection was used to identify the number of peaks with highest VIP scores as significant.

### Liver and testis targeted metabolomics

#### Materials

All mobile phases were prepared using LC–MS grade solvents. Formic acid was purchased from Sigma-Aldrich. Water, acetonitrile and methanol were purchased from VWR International. Methionine, pyridoxine, vitamin B_12_, homocysteine, S-adenosylhomocysteine (SAH), methionine-(methyl-13C,d3) and folic acid-(glutamic acid-13C5,15N) were purchased from Sigma Aldrich. Homocysteine-3,3,4,4-d4 and pyridoxine-d2 HCl (5-hydroxymethyl-d2) were purchased from CDN Isotopes. S-(5′-adenosyl)-L-methionine (tosylate) (SAM), 5-methyltetrahydrofolic acid (5MTHF), folic acid and S-adeonosylhomocysteine-d4 (SAH-d4) were purchased from Cayman Chemical.

#### Sample preparation

Liver and testis (*n* = 8/diet group) tissue samples and calibration/QC samples were prepared using a biphasic extraction method (Bligh and Dyer). Weighed tissue samples were transferred to CK14 Precellys tubes, and 16 μL/mg ice-cold methanol and 5.7 μL/mg ice-cold water were added to each tube and homogenised (2 × 10 s bursts at 6400 rpm, room temperature) using the Precellys24 system (Bertin Instruments, Stretton, UK). Once homogenised, the samples were immediately placed on ice. For calibration samples, the tissue was diluted 1:500 with ice-cold 73.7/26.3 methanol/water (v/v). For study samples, all homogenates were analysed twice: [1] using 30–40 mg for testes samples and 70 mg for liver samples, and [2] all homogenates were diluted 1:10 (required for the quantification of methionine, SAH and SAM). The appropriate volume of homogenate was transferred to glass vials containing 16 μL/mg chloroform (320 μL for calibration, QC samples and 1:10 diluted study samples which is the equivalent volume for 20 mg) and 8 μL/mg water (120 μL of the appropriate calibrant and 40 μL ISTD for calibration and QC samples). Forty microliters of ISTD was added to all samples at this stage. The glass vials were vortexed, incubated on ice for 10 min and centrifuged at 2500 g at 4 °C for 10 min followed by incubation at room temperature for 5 min. The polar phase (top phase) was then dried down using a speed vac and reconstituted in 50 μL of 99/1 water/methanol (v/v) and analysed. All calculated concentrations were then corrected for the appropriate concentration dilution factor.

#### Liquid chromatography and mass spectrometry conditions

Targeted quantification of key metabolites of the central one-carbon metabolism pathway (methionine, S-adenosylmethionine, S-adenosylhomocysteine and homocysteine) was performed using a TSQ Quantiva triple quadrupole mass spectrometer (Thermo Scientific, Bremen) coupled to an Ultimate 3000 UHPLC (Thermo Scientific, Bremen). The LC separation was performed using an Acquity UPLC® HSS T3 column (1.8 μm, 150 × 2.1 mm, Waters Ltd) operated at a temperature of 45 °C. Solvents A and B consisted of 99.9% water/0.1% formic acid (A) and 99.9% methanol/0.1% formic acid (B). An injection volume of 3 μL and a flow rate of 0.3 mL·min^−1^ were applied. Separation applied a gradient elution as follows: 0–1 min, 1%B (curve 5); 1–8 min, gradient to 99%B (curve 7); 8–10 min, 99%B (curve 5); 10–12 min, gradient to 1%B (curve 3); 12–15 min, 1%B (curve 5). Detection was performed in positive ion mode using the following source parameters: positive ion spray voltage, 2000; sheath gas, 35; aux gas, 10; sweep gas, 0; ion transfer tube temperature, 325 °C; vaporiser temperature, 300 °C. Needle wash was 50% acetonitrile, and the rear seal wash was 10% methanol. Data acquisition was performed using Xcalibur 4.0, and raw data processing was performed using TraceFinder 4.1 (Thermo Scientific, San Jose).

#### Multiple reaction monitoring (MRM) optimisation

Multiple reaction monitoring (MRM) optimisation was performed using the automated function in TSQ Quantiva Tune 2.0 by direct infusion of individual standards (25–50 μg·mL^−1^). The optimised collision energy and RF lens voltage for the optimised MRM transitions for each analyte are shown in Additional file 9: Table S8.

#### Calibration curve and internal standard (ISTD) preparation

The highest calibration point was prepared in water containing standards at the following concentrations: methionine, 1.5 μg/ml; pyridoxine, 250 ng/ml; SAH, 14 μg/ml; SAM, 6 μg/ml; folic acid, 6 μg/ml; 5MTHF, 15 μg/ml; vitamin B_12_, 2.5 μg/ml; homocysteine, 2.5 μg/ml. The calibration curve was then prepared using a 1-in-2 serial dilution method. The final concentrations were expressed as pg/mg for all analytes except SAM (pmoles/mg).

The ISTD was prepared in water containing labelled standards at the following concentrations: methionine-(methyl 13C3) d3, 250 ng/ml; pyridoxine-d2, 250 ng/ml; SAH-d4, 5 μg/ml; folic acid-(glutamic acid-13C5,15N), 5 μg/ml; homocysteine-d4, 3.75 μg/ml.

During assay validation, the linear range for each standard was as follows: methionine, 17.6–4500 pg/mg; pyridoxine, 5.9–3000 pg/mg; SAH, 82–84,000 pg/mg; folic acid, 140.6–9000 pg/mg; homocysteine, 117.2–15,000 pg/mg; 5MTHF, 70.31–22,550 pg/mg; SAM, 0.123–63.084 pmol/mg; vitamin B_12_ 14.6–3750 pg/mg. Linearity, LLOQ, ULOQ, precision and accuracy was assessed to the validation guidelines criteria recommended by U.S. Department of Health and Human Services, Food and Drug Administration (FDA).

#### Statistical analysis

Univariate statistical analysis.

All univariate statistics were performed in the R environment using the Univariate statistics function made available by Workflow4Metabolomics. Probabilistic quotient normalisation (PQN, mean QC applied) of the data was performed prior to the application of ANOVA (analysis of variance); *p* < 0.05 was used to identify features showing a significant difference in intensities between groups. This requires the application of multiple tests (one for each metabolite feature), so a false discovery rate (FDR) correction was performed to control the false discovery rate. Post hoc (Tukey, *p* < 0.05) was applied to significant features in order to determine in which groups a feature is elevated/reduced.

### Testis histology

Formalin fixed, paraffin-embedded whole testis (*n* = 8/diet group) were sectioned to 5 μm and stained for morphological analysis using standard H&E stain. Stained sections were imaged by a blinded operator at × 20 magnification using Leica DMRB microscope with an Oasis GlideScanner and Surveyor software to stich individual images to create of whole testis cross-sectional area image file. An average of 50 seminiferous tubule cross-section areas were measured for each of the testis samples using the ImageJ software.

### Sperm RNA sequencing

Sperm was isolated (*n* = 6/diet group), as described in the earlier section pertaining to tissue collection, and RNA was extracted using Qiagen miRNeasy micro kit following manufacturer’s instructions with homogenisation in Qiazol using TissueLyser II. Total RNA sequencing libraries were prepared using NEBNext Ultra II Directional RNA Library Preparation Kit for Illumina (NEB; E7760) and NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Pairs) (NEBNext; E6440). Libraries were pooled and sequenced on the Illumina NextSeq500, to generate over 40 million pairs of 75-bp paired-end reads per sample. Reads were trimmed to remove nucleotides of quality score < 20 using TrimGalore (v0.6.7) [86] and aligned to reference genome GRCm39 using HISAT2 (v2.2.1) [87]. Transcript assembly and quantification was carried out using StringTie (v2.2.1) [88], and DESeq2 was used for differential gene expression analysis applying a false discovery rate (FDR) threshold of 0.05. Gene set enrichment analysis was conducted using ShinyGO profiler (http://bioinformatics.sdstate.edu/go/) to detail GO enrichment pathways from KEGG, Reactome and WikiPathways, with 0.05 FDR cut off applied to denote significant pathways. All gene expression data is publicly available via Gene Expression Omnibus (GEO# GSE241404).

### Embryo retrieval and culture

Embryos (CD; *n* = 36 embryos from 5 litters, LPD; *n* = 45 embryos from 6 litters, MD-LPD; *n* = 42 embryos from 6 litters, WD; *n* = 51 embryos from 7 litters, MD-WD; *n* = 42 embryos from 6 litters, each generated by a separate male) were flushed from the oviduct at E1.5 using M2 media with 0.4% BSA (M7167—SigmaAldrich). Embryos are washed in pre-warmed EmbryoMax® KSOM media (MR-020P—Merk) and transferred to an EmbryoSlide (Virtolife) and cultured individually in EmbryoMax® KSOM media (37 °C; 5% CO_2_) overlaid with 1.4 ml EmbryoMax® mineral oil (ES-005—Merk). Embryos were cultured in an EmbryoScope time-lapse incubator for 60 h, with a 10-min image acquisition rate. Embryo cleavage rate and time taken to achieve developmental milestones was determined using EmbryoViewer software. Upon blastocyst expansion, image acquisition was stopped, and fully expanded blastocysts were fixed in 4% paraformaldehyde for staining of the inner cell mass and trophectoderm.

### Blastocyst inner cell mass and trophectoderm staining

Fixed cultured blastocysts were permeabilised, and unspecific binding was blocked using 0.1% Triton-X100, 3% normal goat serum and 1% BSA in PBS for 2 h at room temperature. Blastocysts were then incubated overnight at 4 °C in a primary antibody for Cdx2 (0.0775 μg/ml; ab157524; Abcam, UK) in PBS with 0.5% Triton-X100, 1% BSA. After blastocysts were washed in PBS containing 0.5% Triton-X100, 1% BSA they were incubated in 8 μgL/ml Alexa-Fluor conjugated secondary goat-anti-mouse antibody (ab150077; Abcam, UK), for 2 h at room temperature. Blastocysts were washed and re-blocked in 0.1% Triton-X100, 3% normal goat serum, 1% BSA, for 1 h, before incubation in a primary antibody for Oct4 (1.9 μg/ml; ab181557; Abcam, UK), made in PBS with 0.5% Triton-X100, 1% BSA, for 1.5 h at room temperature. Following washing, blastocysts were incubated with the appropriate Alexa Fluor conjugated secondary antibody (8 μgL/ml; ab175473; Abcam, UK) in PBS with 0.5% Triton-X100, 1% BSA, for 30 min at room temperature and counter stained with VECTASHIELD® Antifade Mounting Medium with DAPI (Vector Laboratories, UK). Blastocyst were imaged using a Nikon Eclipse 90i microscope using the Volocity imaging software to construct Z-stacked images captured in 2 μm intervals at × 40 magnification to image the whole blastocyst structure. Individual cells were counted as ICM if stained for Oct4 and TE if stained for Cdx2. CD *n* = 8 blastocysts from 5 litters, LPD *n* = 7 blastocysts from 6 litters, MD-LPD *n* = 7 blastocysts from 6 litters, WD *n* = 9 blastocysts from 7 litters and MD-WD *n* = 5 blastocysts from 6 litters, each litter generated by a separate male.

### Seminal vesicle fluid proteomics

Seminal vesicles were isolated from diet-fed males (aged 35–36 weeks, *n* = 6/diet group), and the contents were collected in 100 mM triethylammonium bicarbonate (TEAB) buffer with cOmplete™ ULTRA protease inhibitor (Roche, UK) and centrifuged to remove cellular debris; SDS was added to supernatant to achieve 5% final concentration. Seminal vesicle fluid was analysed by quantitative proteomic liquid chromatography mass spectrometry (LC-MSMS). Samples were digested via S-Trap (Protifi) using S-Trap micro spin columns and the standard manufacturer methodology ‘S-Trap Micro Long 4.7’ with the following modification to the start of the protocol—protein lysed samples (50 µg protein) were dried by spin concentrator/speedvac prior to the addition of 25 µL 5% SDS. The eluted peptides were dried and reconstituted in 30 µL mobile phase A (0.1% formic acid in water) and a calculated 6.67 ug (4 µL) injected via an Eksigent 425 LC system first through a trap column, 3 min at 10 µL/min 100% mobile phase A loading (YMC Triart 0.3 × 20 mm C18) before gradient elution (5 µL/min, column oven 35° C))onto the analytical column (150 × 0.3 mm YMC Triart C18) in line to a Sciex TripleTOF 6600 utilising the Duospray Source using a 50-μm electrode in positive mode, + 5500 V [89]. The following linear gradients were used: for SWATH, mobile phase B increasing from 3 to 30% over 38 min, 30% to 40% over 5 min, 40% to 80% over 2 min for wash and re-equilibration (total run time 57 min). SWATH acquisition used 100 variable windows optimised on sample type of 25 ms accumulation time following a single TOFMS scan for 50 ms (see table for SWATH window parameters) for a total cycle time of 2.6 s. SWATH data was assessed using DIA-NN v1.8 software [90] utilising an in silico library generated from the Proteome FASTA file (Mouse Swissprot canonical Accessed April 2022) to determine differentially expressed proteins. Data was processed, and only proteins detected in > 3 sample replicates were carried forward for subsequent analysis. Data was assessed for statistical significance using R-package Limma via the online StatsPro software [91], with pre-processing CV threshold of 0.5 and no threshold applied to fold change, Fisher test *padj* < 0.05 was deemed to be significant. The mass spectrometry proteomics data (acquisition files from the mass spectrometer and DIA-NN output files) have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifier PXD044980, and the SWATH and DIANN parameters can also be found in Additional file 10. Data interpretations of differentially expressed proteins was conducted using free-web based software, Venny 2.1 [28], DAVID Bioinformatics Resources [92, 93] and UniProt ID mapping [94].

### Maternal uterine blood vessel staining

To identify blood vessels in the E3.5 uterus, formalin-fixed, paraffin embedded uterine horns (CD *n* = 7, LPD *n* = 5, MD-LPD *n* = 6, WD *n* = 6, MD-WD *n* = 6) were sectioned longitudinally and endothelial cells in blood vessels identified using a Blood Vessel Staining Kit (ECM590; EMD Millipore, Germany) as per the manufacturer’s protocol. The primary antibody used was anti-CD31 (ab28364, Abcam, UK) diluted 1:100 in PBS. Images were acquired using the Leica DMRB microscope Slide Scanner (Leica Biosystems, Germany), Retiga-2000R camera (QImaging, UK) and Surveyor computer software to image the whole section. The images were analysed by a blinded operator using ImageJ to determine the number of blood vessels in an area of between 1,000,000 and 1,500,000 μm^2^. Only vessels with a fully stained endothelial layer and visible lumen were used to calculate blood vessel perimeter and area.

### Uterine tissue gene expression

Uterine tissue total RNA was isolated from 10 to 15 mg E3.5 uterine tissue (CD *n* = 7, LPD *n* = 7, MD-LPD *n* = 7, WD *n* = 7, MD-WD *n* = 7) disrupted using TissueLyserII (2 cycles at 25 Hz for 30 s) using the RNeasy Mini kit (Qiagen, Germany) as per the manufacturer’s protocol for animal tissue and with additional on-column gDNA digestion using the RNase-free DNase set (Qiagen, Germany). RNA concentration was estimated using the NanoDrop (ND-1000) Spectrophotometer. cDNA synthesis was performed using the two-step precision NanoScript reverse transcription kit (PrimerDesign, UK), according to manufacturer’s protocol with 1 μg input of RNA. Real-time quantitative PCR was performed as previously outlined [95], to determine expression of genes stated in Additional file 11: Table S9. Briefly, triplicate reactions consisted of 5 ng cDNA and 175 nM forward and reverse primers (Eurofins Genomics, Germany) with 1 × Precision SYBR green Mastermix (PrimerDesign, UK), and RT-qPCR was performed using an Applied Biosystems 7500 system. Gene expression was analysed using the delta-delta Ct method relative to CD expression, with the GeNorm method used to normalise gene expression, as previously described [96] to two reference genes.

### Statistical analysis

All data were assessed for normality with GraphPad Prism (version 9) or SPSS (version 28). All stud male physiological data and maternal data were analysed using a one-way ANOVA for normally distributed data or a Kruskal–Wallis test for non-normally distributed data with appropriate post hoc test. *Z*-scores for male weight gain were calculated for each week using the equation [(*x*-*μ*)/*σ*]; where *x* = weight, *μ* = the geomean of all weights and *σ* = standard deviation of all weights. Male tissue weights were analysed using a one-way ANOVA with body weight at sacrifice included as a covariate. Embryo data were analysed using a multilevel random effects regression model with paternal origin of litter incorporated as the only random effect covariate using SPSS. For the analysis of serum lipid profiles, multiple ANOVA or Kruskal–Wallis tests were used to identify lipids, or lipid classes, of significantly different abundance between groups when individual variables were normally or non-normally distributed [97]. A Benjamini–Hochberg false discovery rate analysis was applied to the analysis of individual lipids, and significance was taken at *p* < 0.05. For the targeted analysis of tissue one-carbon metabolites, univariate analysis was performed in the R environment using the Univariate statistics function made available by Workflow4Metabolomics; *p* < 0.05 was used to identify features showing a significant difference in intensities between groups. False discovery rate (FDR) correction was performed to control the false discovery rate upon multiple testing, and a subsequent post hoc (Tukey, *p* < 0.05) test was applied to determine significant elevations/reductions in metabolites.

## Supplementary Information

Additional file 1: Figure S1. Principal component analysis plot of male serum lipids. PCA scores of the first two components for PCA models with QC samples demonstrating variability of male serum lipids detected using untargeted lipidomics in both positive and negative ion modes for all groups and quality control samples.

Additional file 2: Table S1. Full details of all stud male serum lipid changes. Lists of the differential (compared to CD) lipids and all detected lipids, including both positive and negative probabilistic quotient normalisation (PQN) values for each lipid and each biological replicate. (2_TableS1_Serum lipids.xls)

Additional file 3: Table S2. All significant differentially expressed genes found in stud male sperm RNASeq analysis. Details of all differentially expressed genes (DEGs) detected in male sperm compared to CD. (3_TableS2_SpermRNASeq_padj0.05.xls)

Additional file 4: Table S3. Predicted pathways influenced by the differentially expressed genes in male sperm. Details of all pathways predicted to be altered by changes in male sperm protein coding genes, detected using ShinyGO online software utilising KEGG Pathway, Reactome and WikiPathway repositories. (4_TableS3_SpermRNASEq_DEGs_All pathways.xls)

Additional file 5: Table S4. Effect of paternal diet on number of embryos, percentage blastocyst achievement and arrest (5_TableS4_Embryos.pdf)

Additional file 6: Table S5. All detected seminal vesicle fluid proteins. Full seminal vesicle fluid protein abundance details for all males and diet groups, including both unique and shared protein groups. (6_TableS5_SemVes Fluid Proteins.xls)

Additional file 7: Table S6. Detailed StatsPro output of seminal vesicle fluid protein comparisons. Individual male protein abundances from comparisons that had a differential protein expression between different diet groups and the StatsPro statistical outputs, including fill limma summary for all samples. (7_TableS6_StatsPro and limma output.xls)

Additional file 8: Table S7. Ingredients and nutritional information of diets fed to male mice. Full details of the custom diet formulations and additional components, all diets manufactured by Special Diet Services, WD available commercially with no customisation (diet code 829100). (8_TableS7_Diet composition.pdf)

Additional file 9: Table S8. Details of Multiple Reaction Monitoring (MRM) optimisation for targeted liver and testis metabolites. The optimised collision energy and RF lens voltage for the optimised MRM transitions for each analyte (9_One Carbon Metabolism.docx)

Additional file 10. SWATH and DIANN Parameters. Specific details relating to the ultra-performance liquid chromatography-mass spectrometry (UPLC-MS) analysis parameters for proteins from male seminal vesicle fluid. (10_Proteomics.xls)

Additional file 11: Table S9. Details of primers used for RT-qPCR. Full details of experimental and control primer sequences used for detection of uterine gene expression via SYBR based RT-qPCR. All purchased from Eurofins Genomics. (12_TableS8_Primers.pdf)

## Data Availability

All data generated or analysed during this study are included in this published article and its additional information files and are available on figshare [98]. All RNA-Seq data has been deposited in NCBI’s Gene Expression Omnibus under accession number: GSE241404 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241404) [99]. All proteomics mass-spectrometry data and processed results have been deposited on PRIDE (EMBL-EBI) repository under the accession number: PXD044980 (https://www.ebi.ac.uk/pride/archive/projects/PXD044980) [100]. The metabolite datasets of male liver and testis can be found on figshare (10.6084/m9.figshare.26326309.v2) [98]. The entire serum lipidomic dataset is included as Additional file 2.

## Abbreviations

CD: Control diet
DEG: Differentially expressed gene
DEP: Differentially expressed protein
E: Embryonic day
FDR: False discovery rate
FC: Fold change
ICM: Inner cell mass
ISTD: Internal standard
LC-MSMS: Liquid chromatography mass spectrometry
LPD: Low-protein diet
MD-LPD: Methyl donor supplemented low-protein diet
MD-WD: Methyl donor supplemented Western diet
MRM: Multiple reaction monitoring
padj: P-adjusted
PCA: Principal components analysis
PQN: Probabilistic quotient normalisation
QA/QC: Quality assurance and quality control
QC: Quality control
SAM: S-(5′-adenosyl)-L-methionine
SAH: S-adenosylhomocysteine
TEAB: Triethylammonium bicarbonate
TE: Trophectoderm
UPLC-MS: Ultra-performance liquid chromatography-mass spectrometry
WD: Western diet

# Supplementary material for: Paternal undernutrition and overnutrition modify semen composition and preimplantation embryo developmental kinetics in mice
**Source:** BMC Biol. 2024 Sep 16;22:207. doi: 10.1186/s12915-024-01992-0
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Principal component analysis plot of male serum lipids. PCA scores of the first two components for PCA models with QC samples demonstrating variability of male serum lipids detected using untargeted lipidomics in both positive and negative ion modes for all groups and quality control samples.

Supplementary Figure 1

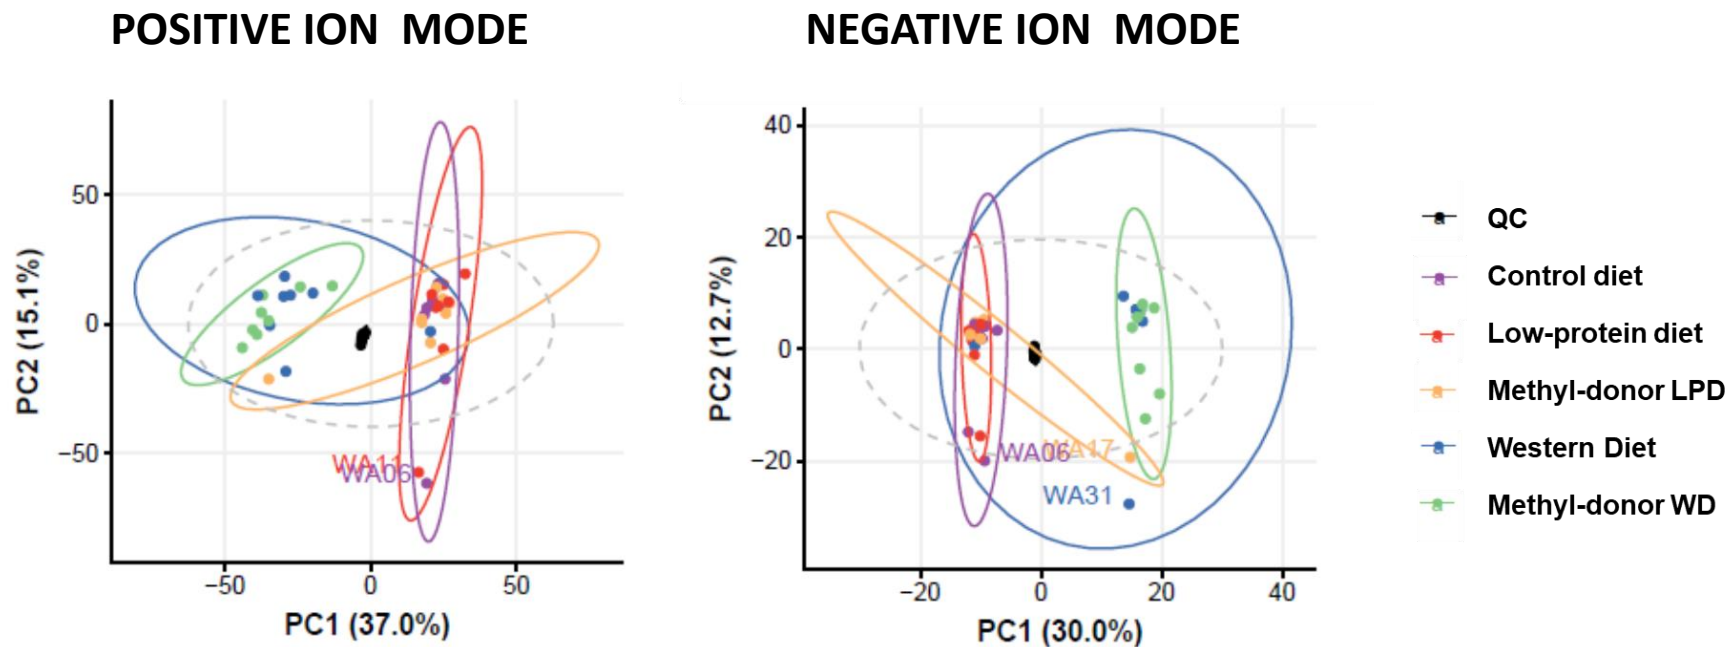

PCA scores of the first two components for PCA models with QC samples demonstrating variability of male serum lipids detected using untargeted lipidomics.

# Supplementary material for: Paternal undernutrition and overnutrition modify semen composition and preimplantation embryo developmental kinetics in mice
**Source:** BMC Biol. 2024 Sep 16;22:207. doi: 10.1186/s12915-024-01992-0
**Supplement:** Supplementary file 5 — Additional file 5: Table S4. Effect of paternal diet on number of embryos, percentage blastocyst achievement and arrest (5_TableS4_Embryos.pdf)

Table 1: Effect of paternal diet on number of embryos, percentage blastocyst achievement and arrest.

		CD	LPD	MD-LPD	WD	MD-WD
Number of embryos flushed per litter		8.20 ±1.0	8.20 ±0.2	7.67 ±0.7	8.14 ±0.3	7.50 ±0.9
% Blastocyst development		82.9 ±10.5	91.0 ±3.9	93.8 ±6.3	90.1 ±6.7	90.5 ±9.5
% Full expansion		91.1 ±6.5	92.8 ±4.9	87.8±5.8	98.4 ±1.6	89.0 ±5.6
% Arrested	Pre-blastocoel	17.1 ±10.5	9.0 ±3.9	6.2 ±6.3	9.9 ±6.7	9.5 ±9.5
	Post-blastocoel	8.9 ±6.5	7.2 ±4.9	12.2 ±5.8	1.6 ±1.6	11.0 ±5.6

Data presented as litter average (±SEM) for number of embryos flushed, and as average of all embryos assessed (±SEM) for percentages. n=44-53 embryos (from 6-7 litters, each generated by a separate male).

# Supplementary material for: Paternal undernutrition and overnutrition modify semen composition and preimplantation embryo developmental kinetics in mice
**Source:** BMC Biol. 2024 Sep 16;22:207. doi: 10.1186/s12915-024-01992-0
**Supplement:** Supplementary file 8 — Additional file 8: Table S7. Ingredients and nutritional information of diets fed to male mice. Full details of the custom diet formulations and additional components, all diets manufactured by Special Diet Services, WD available commercially with no customisation (diet code 829100). (8_TableS7_Diet composition.pdf)

Supplemental Table 7: Ingredients and nutritional information of diets fed to male mice

	CD	LPD	MD-LPD	WD [†]	MD-WD
**Energy density (kcal/g)**	3.10	3.10	3.10	4.63	4.63
**Proportional energy content (%)**					
Protein	16	8.4	8.4	14.7	14.7
Fat	23.4	23.1	23.1	41.4	41.4
Carbohydrate	60.5	68.5	68.5	43.9	43.9
<i>of which sugars</i>	20.7	23.6	23.6	34.6	34.6
**Protein (% g/g)**					
Casein	18.0	9.0	9.0	19.5	19.5
**Fats (% g/g)**					
Corn Oil	10	10	10	1	1
Milk fat	-	-	-	20	20
Cholesterol	-	-	-	0.15	0.15
**Carbohydrates (% g/g)**					
Sucrose	21.3	24.3	24.3	33.9	33.9
Starch Maize	42.5	48.5	46.0	15.0	12.3
Cellulose	5	5	5	5	5
**Micronutrients (% g/g)**					
Choline chloride	0.2	0.2	0.7	0.2	0.7
D,L-Methionine	0.50	0.50	1.25	0.00	0.75
Betaine	-	-	1.5	-	1.5
Mineral mix (AIN-76)	2	2	2	3.5	3.5
Vitamin mix (AIN-76)	0.5	0.5	0.5	1.0	1.0
*Folic Acid	1x10 ⁻⁴	1x10 ⁻⁴	1.6x10 ⁻³	2x10 ⁻⁴	1.6x10 ⁻⁶
*Vitamin B12	5x10 ⁻⁷	5x10 ⁻⁷	1.5x10 ⁻⁴	1x10 ⁻⁶	1.5x10 ⁻⁴

* Components contained within commercially available Vitamin mix AIN-76 that were supplemented in methyl-donor diets.

[†] WD is commercially manufactured by Special Diet Services, diet code 829100. All other diets are custom formulations from Special Diet Services.

# Supplementary material for: Paternal undernutrition and overnutrition modify semen composition and preimplantation embryo developmental kinetics in mice
**Source:** BMC Biol. 2024 Sep 16;22:207. doi: 10.1186/s12915-024-01992-0
**Supplement:** Supplementary file 9 — Additional file 9: Table S8. Details of Multiple Reaction Monitoring (MRM) optimisation for targeted liver and testis metabolites. The optimised collision energy and RF lens voltage for the optimised MRM transitions for each analyte (9_One Carbon Metabolism.docx)

*MRM Optimisation*

Multiple Reaction Monitoring (MRM) optimisation was performed using the automated function in TSQ Quantiva Tune 2.0 by direct infusion of individual standards (25-50µg.mL^-1^). The optimised collision energy and RF lens voltage for the optimised MRM transitions for each analyte are shown in the table below.

| Compound | Ion | Precursor (m/z) | Product (m/z) | Collision Energy (V) | RF Lens (V) |
| --- | --- | --- | --- | --- | --- |
| DL Homocysteine | Quan | 136.039 | 46.986 | 28.809 | 42.854 |
| DL Homocysteine | Qual | 136.039 | 55.986 | 17.736 | 42.854 |
| Homocysteine-d_4_ | Quan | 140.039 | 48.929 | 29.517 | 41.618 |
| Homocysteine-d_4_ | Qual | 140.039 | 58.986 | 18.949 | 41.618 |
| Methionine | Qual | 150.07 | 104.000 | 10.253 | 44.337 |
| Methionine | Quan | 150.07 | 133.000 | 10.253 | 44.337 |
| Methionine-(methyl ^13^C_3_) d_3_ | Qual | 154.283 | 107.986 | 10.253 | 43.843 |
| Methionine-(methyl ^13^C_3_) d_3_ | Quan | 154.283 | 137.000 | 10.253 | 43.843 |
| Pyridoxine | Quan | 170.117 | 134.040 | 20.618 | 58.180 |
| Pyridoxine | Qual | 170.117 | 152.040 | 12.427 | 58.180 |
| Pyridoxine-d_2_ | Quan | 172.07 | 136.058 | 21.933 | 55.213 |
| Pyridoxine-d_2_ | Qual | 172.07 | 154.058 | 13.691 | 55.213 |
| SAH | Qual | 385.191 | 88.000 | 37.556 | 74.000 |
| SAH | Quan | 385.191 | 136.040 | 20.011 | 74.000 |
| SAH-d_4_ | Qual | 389.217 | 92.000 | 39.528 | 71.034 |
| SAH-d_4_ | Quan | 389.217 | 138.071 | 19.961 | 71.034 |
| SAM | Qual | 399.23 | 136.04 | 26.18 | 75.483 |
| SAM | Quan | 399.23 | 250.111 | 14.904 | 75.483 |
| Folic Acid | Qual | 442.222 | 176.040 | 37.910 | 67.000 |
| Folic Acid | Quan | 442.222 | 295.040 | 15.966 | 67.000 |
| folic acid-(glutamic acid-^13^C_5_,^15^N) | Qual | 448.183 | 176.375 | 39.124 | 65.348 |
| folic acid-(glutamic acid-^13^C_5_,^15^N) | Quan | 448.183 | 295.129 | 18.697 | 65.348 |
| 5MTHF | Qual | 460.27 | 194.111 | 32.551 | 77.708 |
| 5MTHF | Quan | 460.27 | 313.111 | 19.303 | 77.708 |
| Vitamin B12 | Quan | 678.461 | 147.111 | 39.022 | 112.562 |
| Vitamin B12 | Qual | 678.461 | 359.111 | 22.539 | 112.562 |

# Supplementary material for: Paternal undernutrition and overnutrition modify semen composition and preimplantation embryo developmental kinetics in mice
**Source:** BMC Biol. 2024 Sep 16;22:207. doi: 10.1186/s12915-024-01992-0
**Supplement:** Supplementary file 11 — Additional file 11: Table S9. Details of primers used for RT-qPCR. Full details of experimental and control primer sequences used for detection of uterine gene expression via SYBR based RT-qPCR. All purchased from Eurofins Genomics. (12_TableS8_Primers.pdf)

Supplemental Table 7: RT-qPCR primer details

Gene	Full name	Accession code	Primer Sequences (5'-3')		Amplicon Length (nt)
			Forward Primer	Reverse Primer	
**Cd14**	CD14 antigen	NM_009841.4	aaagaaactgaagcctttctcg	agcaacaagccaagcacac	89
**Itgam**	Integrin alpha M	NM_001082960.1	agccccacactagcatcaa	tccatgtccacagagcaaag	73
**Itgax**	Integrin alpha X	NM_021334.3	agcctcaagacaggacatcg	tgaatcctggaggggatct	72
**Ptges**	Prostaglandin E synthase	NM_022415.3	gcacactgctggcatcaag	acgtttcagcgcacctc	101
**Ptgs1**	Prostaglandin-endoperoxide synthase 1	NM_008969.3	cctctttcaggagctcaca	tcgatgtaccgtacagctc	70
**Ptgs2**	Prostaglandin-endoperoxide synthase 2	NM_011198.3	gggagtctggaacattgtgaa	gtgcacattgtaagtaggtggac	112
**Vegfa**	Vascular endothelial growth factor a	NM_001025250.3	actggaccctggctttactg	tctgctctccttctgtcgtg	78
**Ppiβ**	Peptidyl-Prolyl Cis-Trans Isomerase β	NM_011149	ttctcataaccacagtaagacc	accttcgtaccacatccat	92
**Tbp**	TATA-Box Binding Protein	NM_013684.3	gggagaatcatggaccagaa	gatgggaattccaggagtca	90

How the deposited data were processed for this re-analysis (not part of the article)

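RNA was measured in sperm of 25 male mice, 5 on each of CD, LPD, MD-LPD, WD and MD-WD. The authors made total RNA libraries, sequenced pairs of 75-bp reads, trimmed them at a quality of 20, and aligned and counted them per gene as described at the claim. The deposited table holds 1 signal per gene and library, a count divided by the library's DESeq2 size factor. This was tested on the values: each library's signals were multiples of 1 step, and dividing by it gave whole counts, to within 0.01, for 100% of values. The counts recovered in this way were used for edgeR and DESeq2, and the deposited normalised counts for all other values.

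The table holds 47575 genes. The gene annotation GENCODE vM39, on the assembly GRCm39 that the authors name, gave names to 47034, Table S2 of the paper to 1 more, and 540 have none. Totals per library are 32455480 to 54108158 reads, with a median of 38676778. A gene at 0 in all 5 CD libraries was given a floor of 3 counts over the group for lower bounds of folds. This floor was set and not measured. No 2 libraries were duplicates of each other among 300 pairs.

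Libraries were grouped by the male's name in the title. For 3 libraries the treatment field names another diet than the title, and leaving them out or grouping by the field were tried as alternatives. The paper gives 6 males per group and 5 per group are deposited.

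Each diet group was compared with CD, MD-LPD with LPD and MD-WD with WD. The test was limma (version 3.58.1, R 4.3.3) with trended and robust empirical Bayes on log2 of the normalised count with a pseudocount of 1, over 28311 genes with a mean of at least 5, at an adjusted p under 0.05 by the method of Benjamini and Hochberg. All 5 groups were in 1 model. Genes that the paper names were also compared by an exact permutation test of the log2 values over all arrangements of 5 against 5 libraries, with p adjusted over 32 tests. Alternatives were other pseudocounts and filters, TMM and equal totals, the 2 groups compared alone, the quasi-likelihood test of edgeR (4.0.16), the Wald test of DESeq2 (1.42.0) at its default settings, weights per library, empirical Bayes that is not robust, a block for the number of the male, a covariate for somatic genes, and leaving out each library in turn. Chosen after the data were seen were DESeq2 with its filter at 0.05, alone, on 2 groups and without each library, a covariate for sperm genes, leaving out 5 libraries, and the scalings and omissions for gene lists.

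There were 27 lists of genes, tested with camera at a correlation of 0.01, with p adjusted over all lists and 6 comparisons, and again with an estimated correlation and with fry. Camera compares the differences of a list with those of all other genes tested, while fry tests the list by itself. These lists were written before the deposited values were read, but after the paper and its Table S2, whose calls come from the same libraries. They hold liver-secreted proteins, plasma lipoproteins, sperm and late spermatids, spermatocyte meiosis, leukocytes, fibroblasts and extracellular matrix, smooth muscle, epididymal epithelium, endothelium, adipocytes, erythrocytes, seminal vesicle, Leydig cells and steroid synthesis, Sertoli cells, cytosolic ribosomal proteins, nuclear and mitochondrially encoded oxidative phosphorylation, proteasome, DNA replication, cell cycle, one-carbon metabolism and methylation, antioxidants, histones, spliceosomal RNA, immunoglobulin V segments, and the seminal vesicle fluid proteins of Table 1 of the paper. The liver and lipoprotein lists share 6 genes and the seminal vesicle and seminal vesicle fluid lists 4. Some genes, 1 further list among the 27 and a test planned on such genes are not reported here.

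The genes named are every sperm gene the paper's text names, for each comparison the genes of lowest p (the 5 lowest where fewer than 5 pass), the 6 protein-coding genes of Table S2 with the largest mean, and for each list its members past the threshold or the 4 of highest mean. Table S2 was seen before this rule was written. Other genes are said to be named after their values were seen.

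The tests were tried on simulated data with 50 genes changed at each of 4 sizes between WD and CD groups of 5. At a fold of 4, limma recovered 46% with 2 false among 109 calls in all, edgeR 42% with 3 of 110, and DESeq2 62% with 44 of 170. At a fold of 2 they recovered 14%, 14% and 20%. In the simulated comparisons with no change, limma called 0 genes in each and DESeq2 8, 7 and 15. Simulated genes varied independently, with no factor shared across a library, whereas the real libraries differ as wholes. The simulated rates may therefore not carry over to these data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.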

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

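The tests of liver RNA, of depth in CD libraries, of overlapping genes and of reads in few libraries were chosen only after the results were seen.

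Single libraries lay far from the other 4 of their group in 26 of 200 groups of 5 values, where chance sets apart about 1 in 20. CD male 10 had 26859 genes with a read and the lowest mean log2 values of its group for liver-secreted (1.39), plasma lipoprotein (6.00), smooth muscle (6.69), seminal vesicle (1.97), Sertoli (5.49), one-carbon (8.08), antioxidant (8.97) and seminal vesicle fluid (8.74) genes. MD-LPD male 9 had 28871 genes with a read and 11.37 for leukocyte genes, and MD-LPD male 11 had 9.61 for seminal vesicle fluid genes. WD male 11 had 7.03 for liver-secreted and 8.41 for plasma lipoprotein genes, and LPD male 15 had 8.30 for the latter. MD-WD male 14 had 8.27 for adipocyte genes, MD-WD male 16 had 12.10 for ribosomal protein genes, WD male 12 had 6.17 for histone genes and WD male 14 had 6.04 for spliceosomal RNA genes. Of single genes, log2 values were 7.32 for Gm43064 in MD-WD male 12, 6.53 for Pcdhga10 in MD-LPD male 14, 5.27 and 4.17 for Gc in LPD male 15 and MD-WD male 16, 4.31 and 6.93 for Fgg in LPD male 15 and WD male 11, and 7.73 for Ap4b1 in LPD male 13.

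Relative to all other genes tested, the effect of methyl donors differed between the LPD and the WD for 8 gene lists. This was a test of the difference itself with camera. The difference (effect on LPD minus effect on WD, log2) was 1.76 for liver-secreted proteins (adjusted p = 1.04e-15), 0.39 for sperm (2.88e-05), 0.42 for spermatocyte (0.00813), -0.64 for leukocyte (2.68e-07), -0.39 for extracellular matrix (0.00266), 0.43 for epididymal (7.57e-06), -0.11 for ribosomal protein (0.00527) and -0.34 for histone genes (1.92e-06). With an estimated correlation the lowest adjusted p = 0.740. The liver difference rests on libraries that stand apart: without CD male 10, LPD male 15, MD-LPD males 9 and 11 and WD male 11, picked by eye, the liver median was -0.047 in MD-LPD against LPD (1.45 with all libraries) and 0.11 in MD-WD against WD (-0.59). The test of the difference itself was not run without them. No gene passed in limma for this difference, with 302 at an unadjusted p under 0.05; edgeR and DESeq2 were not run on it.

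In the comparisons of each methyl donor diet with its base diet, which the paper does not report for sperm RNA, camera called 10 lists between MD-LPD and LPD and 11 between MD-WD and WD, and 0 with an estimated correlation.

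Apoa1, Apoa4, Gc and Fgg have reads in diet libraries and none in CD libraries. At the mean level of the diet libraries each gene would have at least 105 reads over the 5 CD libraries, so lower depth would not hide that level. That mean is carried by MD-LPD males 9 and 11 and WD male 11. At the mean of the other 17 diet libraries each gene would have at least 13.1 reads there, against a floor of 3. Yet Apoa1 had reads in 12 of 20 diet libraries, Apoa4 in 9, Gc in 8 and Fgg in 7. A mean over such libraries cannot say whether a lower level was missed in CD libraries, so depth stays undecided there. Liver RNA in some libraries may contribute: outside MD-LPD males 9 and 11 and WD male 11, the mean log2 value of these genes correlated with that of 36 other liver genes at r = 0.623 (p = 0.00172, Pearson, 22 libraries), and those 3 libraries hold 5109, 760 and 1951 of Alb. This is a hypothesis found in these values, and it leaves open why all 5 MD-WD libraries have reads of Apoa1 (5.04 to 14.4) at Alb values of 14.3 to 135, near the 14.9 to 111 of CD libraries. An effect of diet on these transcripts also stays open.

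Of the 219 calls in the paper's Table S2, 62 (30 genes) have all 5 libraries of 1 group at 0. A share of 64.5% of these calls has over 90% of the other group's normalised counts in 2 libraries, so reads in few libraries may account for many of them. Reads counted for an overlapping gene on the same strand could explain part: 30% of the genes share exonic bases with such a gene, against 8.43% of genes tested, which leaves it undecided for those. Overlap as the explanation of all is argued against, since 21 of the genes share no exonic bases. An effect of diet on single males stays untested.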

How the results depend on the processing

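Alternatives chosen only after the results were seen are DESeq2 with its filter at 0.05 in each form, the sperm covariate, leaving out 5 libraries, and scalings and omissions for gene lists.

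By limma 0 genes passed in each of 6 comparisons, and 0 passed with other pseudocounts, a mean of at least 50, TMM, equal totals, edgeR, empirical Bayes that is not robust, the block for male number, the 2 groupings of disagreeing labels, and the somatic and sperm covariates. The unadjusted numbers are 2423 (LPD), 911 (MD-LPD), 4607 (WD), 2932 (MD-WD), 451 (MD-LPD against LPD) and 1570 (MD-WD against WD), and DESeq2 called genes in each. With no filter 1 gene passed in MD-WD against CD and 1 in MD-WD against WD (Gm4918). With the 2 groups alone 1 passed in MD-WD against CD (Nos2) and 1 in MD-LPD against LPD (Ighv14-4). These and the genes named next were chosen after their values were seen. With weights per library, 1768, 2 (Gsdmc4 and Gm54508), 12200, 3170, 37 and 0 passed in the order above. The cause was not tested.

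DESeq2 called 40, 17, 123, 53, 15 and 12 genes at its default settings, 40, 18, 108, 53, 15 and 15 with its filter at 0.05, 6, 19, 2226, 455, 10 and 23 on 2 groups alone, and 5, 8, 8, 2334, 6 and 74 without 5 libraries picked by eye on no fixed criterion (CD male 10, LPD male 15, MD-LPD males 9 and 11, WD male 11). The 5 in LPD sperm were Rps18-ps4, Gm20521, Pcdhga10, Ccdc172 and Gm43064.

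Leaving out each library in turn, limma passed 0 to 1 genes in LPD, MD-LPD and WD against CD (Dhx58os, without CD male 12) and 0 in the others. DESeq2 with its filter at 0.05 called 4 to 368 (LPD), 10 to 23 (MD-LPD), 5 to 2136 (WD), 17 to 1796 (MD-WD), 11 to 28 (MD-LPD against LPD) and 5 to 109 (MD-WD against WD). In LPD sperm it called 368 without LPD male 10, 310 without 12, 103 without 11, 15 without 13 and 4 without 15, and 4, 12, 14, 20 and 24 without CD males 14, 10, 11, 12 and 15. In WD sperm it called 2136, 668, 23, 20 and 5 without WD males 14, 12, 10, 13 and 11, and 199, 35, 29, 23 and 15 without CD males 15, 12, 10, 14 and 11. In MD-WD sperm it called 1796, 60, 25, 22 and 18 without CD males 10, 15, 12, 14 and 11, and 76, 46, 45, 18 and 17 without MD-WD males 10, 9, 14, 12 and 16. In MD-WD against WD it called 109 and 98 without MD-WD males 12 and 9. Of the calls with all libraries, 1 of 40, 4 of 18, 2 of 108 and 6 of 53 were kept each time, Gm43064 in LPD, MD-LPD and WD sperm and Apoa1 in MD-LPD and MD-WD sperm among them. The cause was not tested.

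Camera called 16, 11, 12, 10, 10 and 11 lists, and 0 in each with an estimated correlation and 0 with fry. With equal totals it called 6 in WD sperm. Leaving out each library gave 14 to 19, 11 to 17, 10 to 14, 9 to 13, 6 to 15 and 7 to 13, with 17 without MD-LPD male 10 (MD-LPD against CD), 6 without MD-LPD male 14 and 7 without MD-WD male 12 (methyl donor comparisons).

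The direction of the list test, which does not rest on the median, turned 19 times. Without the 5 libraries it turned for immunoglobulin V in LPD (-0.067) and WD (-0.12), where the median kept its sign, and for smooth muscle (-0.36) and oxidative phosphorylation (-0.042) in MD-LPD, and liver in MD-LPD against LPD (-0.047) and MD-WD against WD (0.11). Without 1 library, immunoglobulin V in WD ran from -0.80 to 0.22 (without CD male 10), sperm from -0.35 (LPD male 10) to 0.44 in LPD and from -0.24 (MD-LPD male 10) to 0.36 in MD-LPD, and in MD-WD against WD liver from -0.95 to 0.11 (WD male 11) and oxidative phosphorylation from -0.17 to 0.070 (WD male 14). In MD-LPD against LPD, sperm ran from -0.35 (LPD male 12 or MD-LPD male 10) to 0.42, leukocyte from -0.19 to 0.23 (LPD male 15; 0.088 without LPD male 13; the median with all libraries, 0.015, has the same sign), ribosomal protein from -0.18 to 0.030 (LPD male 13; 0.0078 without MD-LPD male 14), mitochondrially encoded from -0.64 to 0.48 (LPD male 13) and histone up to 0.057 (LPD male 15).

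Of other values, 17223 stayed on their side of the threshold, 409 passed it only under an alternative and 242 fell below it. Values of named genes that passed no threshold changed sign 1200 times, and medians of lists not called also did. The male numbers do not pair the libraries: 33 pairs with 1 number correlated at a median r of 0.030 (-0.424 to 0.572) across genes. Genes of few reads can be missed in a library, with 26859 genes read in CD male 10 and up to 36615 in others. The number of genes read did not follow depth alone, since LPD male 13 had the most reads (54108158) and 28451 genes.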

Differences from the paper's values

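DESeq2 with its filter at 0.05 was chosen only after the results were seen.

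By limma, 0 genes passed in each comparison with CD at an adjusted p under 0.05. The paper's numbers of differentially expressed protein-coding genes are 32 (LPD), 17 (MD-LPD), 53 (WD) and 35 (MD-WD), with the paper's 27, 4, 82 and 31 genes in 1 comparison alone and the paper's 6 in all 4. The paper's Table S2 lists 40, 18, 108 and 53 genes. Of the alternatives set before the data were examined, DESeq2 at its default settings comes within 1.5 times of each, with 32, 17, 59 and 34 protein-coding genes, 26, 6, 101 and 32 in 1 comparison alone, 5 in all 4, and 40, 17, 123 and 53 genes. The other alternatives set before the data were examined differ from each of these values, among them edgeR, TMM, equal totals, the filters and pseudocounts with 0 or 1 genes, and weights per library with 1768, 2, 12200 and 3170. DESeq2 with its filter at 0.05, chosen after its match to Table S2 was seen, gives 40, 18, 108 and 53 genes, 32, 17, 53 and 34 protein-coding ones, 27, 4, 82 and 31 in 1 comparison alone and 6 in all 4, and drops 0 of the 219 calls of Table S2. Chosen after the data were seen, DESeq2 on 2 groups alone gives 19 in MD-LPD sperm.

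The fold changes of Table S2 have the opposite sign to diet over CD in 219 of 219 calls, so the table is on the scale of CD over diet. Its means equal the means of these 25 libraries, to within 0.01%, in 219 of 219. On the scale of diet over CD, its calls are higher on the diet for 32 of 40 (LPD), 15 of 18 (MD-LPD), 61 of 108 (WD) and 40 of 53 (MD-WD). The paper's Discussion states an overall decrease in LPD and MD-LPD sperm and a decrease of most called transcripts in WD and MD-WD sperm, and its volcano plots (Fig. 4A–D) place Gm43064, Apoa1, Pcdhga10, Apoa4, Gc and Fgg on the side of decrease. The paper's Results state an increase of these 6 genes, and their means here are above the CD value of 0 in each diet group.

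The paper finds DNA replication and cell cycle pathways among genes of WD sperm alone. As lists of genes, DNA replication had a median log2 difference of 0.00 and cell cycle of -0.00 in WD sperm, with 24 of 47 and 22 of 45 genes higher, and neither was called.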

Other observations

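The use of DESeq2 on 2 groups alone and the values of overlapping genes were chosen only after the results were seen.

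Gene lists were called by camera between sperm of males fed methyl donors and of males on the base diet, and none with an estimated correlation (lowest adjusted p = 0.447 in each comparison). Immunoglobulin V genes were higher as a group in MD-LPD than in LPD and in MD-WD than in WD sperm (median log2 difference 1.42 and 1.37, adjusted p = 0.447 and 0.556 with an estimated correlation). Leukocyte genes had a median of 0.70 between MD-WD and WD sperm, and epididymal (-0.52), sperm (-0.35) and mitochondrially encoded genes (-0.57) were lower there. Liver-secreted proteins had 1.45 between MD-LPD and LPD and -0.59 between MD-WD and WD, and extracellular matrix genes -0.59 and -0.20. These values depend on single libraries. Without WD male 11 the medians between MD-WD and WD were 0.11 for liver (adjusted p = 0.879, call ended), -0.039 for extracellular matrix (0.398, ended) and -0.12 for sperm genes (0.0209), and without WD male 10 the mitochondrially encoded (-0.30, 0.261) and extracellular matrix (-0.093, 0.321) calls ended. The mitochondrially encoded call also ended without WD male 13 (-0.39, 0.0639), MD-WD male 10 (-0.37, 0.139) or MD-WD male 14 (-0.34, 0.0894), and the extracellular matrix call without MD-WD male 10 (-0.073, 0.164) or MD-WD male 12 (-0.19, 0.112). Where calls were kept without 1 library, sperm ran from -0.73 (WD male 14) to -0.12, liver to -0.95 (WD male 14), extracellular matrix to -0.36 (MD-WD male 14) and mitochondrially encoded genes to -0.96 (WD male 14). Between MD-LPD and LPD, liver had 0.69 without MD-LPD male 9, 0.95 without MD-LPD male 11 and -0.047 without the 5 libraries that stand apart (0.275, ended), and extracellular matrix -0.23 without LPD male 15 and -0.90 without LPD male 12. Without the 5 libraries the sperm call between MD-WD and WD ended (-0.12, 0.0545). With equal totals the medians between MD-WD and WD were -0.11 for sperm, -0.28 for epididymal, -0.33 for mitochondrially encoded and -0.35 for liver genes, still called, and the extracellular matrix median 0.035 (0.0638, ended). Cyp11a1, the side-chain cleavage enzyme of steroid synthesis, was at 47.6 ± 33.5 (SD, n = 5) in MD-LPD against 9.72 ± 11.0 in LPD sperm (log2 difference 2.93, adjusted p = 0.0484 from limma over the Leydig list alone, named after its values were seen). No gene passed in limma over all genes, with 451 and 1570 at an unadjusted p under 0.05, 0 by edgeR (489 and 1581 unadjusted), and 15 and 12 by DESeq2 at its default settings.

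Whether chance can be excluded for the number of genes was tested with 100 splits of the same 10 libraries, the real one included. For genes past the adjusted threshold in limma, the real value was 0 in each comparison, and 100 of 100 splits reached it, with a highest other of 2 (LPD), 1 (MD-LPD), 1 (WD), 1560 (MD-WD), 5368 (MD-LPD against LPD) and 1 (MD-WD against WD). A value of 0 is reached by every split whatever the data, so this test is void on chance. For genes at an unadjusted p under 0.05, the real values were 2423, 911, 4607, 2932, 451 and 1570, reached by 16, 37, 7, 18, 77 and 26 splits, with a highest other of 7819, 5215, 10365, 7172, 10311 and 7133, so chance is not excluded in any. Splits that call many more genes than the real one point to a structure of the samples other than diet.

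For DESeq2 on 2 groups, 21 splits were run. Chance is not excluded in LPD (real value 6, reached by 5, highest other 25) and MD-LPD sperm (19, reached by 6, highest other 2341, which points to a structure of the samples). In WD (2226, reached by 1, highest other 828) and MD-WD sperm (455, reached by 1, highest other 9) only the real split reached the value. That is the smallest share that 21 of 126 splits can give, and it is not adjusted over the 4 comparisons. This form of DESeq2 was also chosen after the data were seen, so the test cannot exclude chance for these 2 numbers. For the unadjusted limma numbers of the same comparisons, 7 (WD) and 18 (MD-WD) of 100 splits reached the real value.

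Rdh9, Gm49394 and Gm20431, called by DESeq2 and at 0 in many libraries, overlap genes on the same strand. Rdh16f1 averaged 0 where Rdh9 had reads and 52.3 where it had none, Igf2 averaged 128 where Gm49394 had reads and 501 where it had none, and Ube2v1 averaged 468 where Gm20431 had reads and 1298 where it had none. Means were also lower for Xntrpc (114 where Trpc2 had reads and 193 where it had none) and for Ap4b1 (768 and 937) and Bcl2l15 (743 and 1006) at Gm43064. So were those of Peds1 (3387 and 4501) at Gm20431, and of Hira (1006 and 1171) and 2510002D24Rik (187 and 231) at Gm28539. Other pairs ran the other way or showed little change: 2700054A10Rik averaged 830 where Gm49936 had reads and 469 where it had none, Tcte2 1591 and 902, Bcl2l2 1296 and 1132 for Gm20521, and Xndc1 540 and 477 for Trpc2. Partners of Pcdhga10 showed no common drop (Pcdhga1 66.7 and 59.6, Pcdhga8 80.0 and 118).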
